# Interactive Responses of *Solanum Dulcamara* to Drought and Insect Feeding are Herbivore Species-Specific

**DOI:** 10.3390/ijms19123845

**Published:** 2018-12-03

**Authors:** Duy Nguyen, Yvonne Poeschl, Tobias Lortzing, Rick Hoogveld, Andreas Gogol-Döring, Simona M. Cristescu, Anke Steppuhn, Celestina Mariani, Ivo Rieu, Nicole M. van Dam

**Keywords:** *Solanum dulcamara*, *Spodoptera exigua*, *Leptinotarsa decemlineata*, drought response, plant defence, hormonal signalling, transcriptional regulation

## Abstract

In nature, plants are frequently subjected to multiple biotic and abiotic stresses, resulting in a convergence of adaptive responses. We hypothesised that hormonal signalling regulating defences to different herbivores may interact with drought responses, causing distinct resistance phenotypes. To test this, we studied the hormonal and transcriptomic responses of *Solanum dulcamara* subjected to drought and herbivory by the generalist *Spodoptera exigua* (beet armyworm; BAW) or the specialist *Leptinotarsa decemlineata* (Colorado potato beetle; CPB). Bioassays showed that the performance of BAW, but not CPB, decreased on plants under drought compared to controls. While drought did not alter BAW-induced hormonal responses, it enhanced the CPB-induced accumulation of jasmonic acid and salicylic acid (SA), and suppressed ethylene (ET) emission. Microarray analyses showed that under drought, BAW herbivory enhanced several herbivore-induced responses, including cell-wall remodelling and the metabolism of carbohydrates, lipids, and secondary metabolites. In contrast, CPB herbivory enhanced several photosynthesis-related and pathogen responses in drought-stressed plants. This may divert resources away from defence production and increase leaf nutritive value. In conclusion, while BAW suffers from the drought-enhanced defences, CPB may benefit from the effects of enhanced SA and reduced ET signalling. This suggests that the fine-tuned interaction between the plant and its specialist herbivore is sustained under drought.

## 1. Introduction

In natural environments, plant growth is constrained by a variety of biotic and abiotic stress factors, which often occur in different combinations. Adaptive responses to abiotic stresses, such as drought, and to biotic stresses, such as insect herbivory, are tightly controlled by hormonal signalling. This allows plants to only deploy adaptive responses when needed. The latter is relevant, since adaptive responses may be very costly in terms of resources [1,2,3]. When plants are under concurrent stresses, these signalling pathways interact to regulate plant responses [4,5,6]. However, how this hormonal cross-talk occurs is poorly understood.

Many plant adaptive defence strategies against herbivores have evolved as a consequence of their longstanding evolutionary arms race. The jasmonic acid (JA) signalling pathway mediates many direct defence responses, such as the production of alkaloids, protease inhibitors (PIs), and polyphenol oxidases (PPOs) [7]. Herbivore-induced responses are also influenced by other signalling hormones such as abscisic acid (ABA), ethylene (ET), and salicylic acid (SA). Specific combinations of signalling hormones are triggered upon the recognition of damage patterns—sucking or chewing—combined with cues called herbivore-associated molecular patterns (HAMPs) [8,9,10]. In addition, the responses to specific herbivores and their HAMPs differ between plant species. While *Manduca sexta* herbivory induces JA and ET accumulation in *Nicotiana attenuata* plants, *Spodoptera exigua* herbivory induces JA and SA accumulation [11]. However, herbivory by *S. exigua* on *Arabidopsis thaliana* elicits JA and ET accumulation [12], whereas *Pieris rapae* caterpillars elicit JA and ABA accumulation on the same plant [13]. The simultaneous induction of different hormonal signals results in cross-talk, which eventually results in a specific defence response [8]. JA and ABA co-induce the transcription factor MYC2, which regulates the expression of defence-related genes (e.g., the ones encoding vegetative storage proteins, lipoxigenases, or involved in glucosinolate biosynthesis) and resistance to chewing herbivores [13,14,15,16]. ET signalling also induces several JA-dependent defences, such as the accumulation of nicotine and Mir1-CP [17,18]. By contrast, ET signalling, via ERF1/ORA59 transcription factor activity, antagonises JA/ABA-responsive defence-related genes, thus suppressing plant resistance to several insects [14,19,20]. Similarly, SA signalling induced by insect herbivory, for example by *Frankliniella occidentalis* on *Arabidopsis* and *Leptinotarsa decemlineata* on tomato (*Solanum lycopersicum*), suppresses several JA-dependent defences and increases insect performance [21,22]. Based on these studies, it is now generally accepted that plant–insect interactions are tightly regulated by the species-specific hormonal profiles that are induced upon herbivory.

The co-evolutionary history of the herbivore with a plant species may play a critical role in these species-specific responses [23]. Herbivores specialised on a few closely related host plants would evolve ways to tolerate plant defences. HAMPs of specialist herbivores may suppress defence responses by manipulating their host plant’s hormonal signalling network to their advantage [8,9,10]. In turn, host plants could adopt more effective recognising mechanisms and responses to defend against specialist herbivores [24,25]. On the other hand, due to their broad diet range, generalist herbivores should have more general mechanisms to tolerate a large variety of plant defences, and may be less able to manipulate plant responses. Therefore, it is predicted that specialist and generalist herbivores may induce distinct responses in a particular plant species [26].

Plant responses to drought are also mediated by an interactive hormonal signalling network. ABA plays a central role in the induction of drought responses, including stomatal closure, leaf senescence, and the maintenance of primary root growth [27,28,29]. Under drought, the upregulation of JA and ET signalling induces leaf senescence [30], while JA and SA interact positively with ABA signalling to induce stomatal closure [31,32,33]. ET, contrarily, has a strong antagonistic interaction with ABA in regulating stomatal closure and the development of shoot and root growth under drought stress [34,35,36].

As many of the hormonal pathways activated by herbivores and drought overlap, substantial cross-talk is expected when these stresses occur simultaneously. This likely alters the outcome of the molecular network regulating plant defences, and subsequently plant resistance to insect herbivores. Indeed, drought lowered concentrations of defensive metabolites in *Alliaria petiolata* plants and enhanced the performance of *P. brassicae* caterpillars [37]. Moreover, drought affected the hormone levels and volatile emissions of *Brassica oleracea* challenged by *Mamestra brassicae* herbivory. This resulted in female moths preferring to oviposit on drought-stressed plants [38]. In contrast, drought reduced the performance of the sap-sucking herbivores *Creiis lituratus* and *Myzus persicae* on *Eucalyptus dunnii* and *B. oleracea* var. *capitata*, respectively [39,40]. These contrasting results suggest that the interaction between drought and defence responses is governed by differences in feeding strategies and herbivore-specific signalling.

To unravel the molecular basis of herbivore-specific interactions with drought stress responses, we studied the effect of drought on herbivory by two chewing herbivores: the generalist *S. exigua* (beet armyworm; BAW) and the specialist *L. decemlineata* (Colorado potato beetle; CPB). As a model host plant, we used *Solanum dulcamara*, which is a wild relative of tomato and potato plants that has a broad habitat, ranging from lake boarders to the dry coastal dunes [41]. In addition, it has a rich herbivore community, which includes the specialist CPB [42]. Responses of *S. dulcamara* to drought and flooding have been shown to differentially affect BAW-induced responses [43]. We hypothesized that the plant’s response to drought would have distinct interactions with herbivore-induced responses, resulting in different levels of plant resistance to the specialist and the generalist herbivore. To test this, we conducted bioassays to assess insect performance on well-watered and drought-stressed plants. We combined these with experiments analysing the plant hormonal responses and transcriptomic profiles under the same stress combinations. Our results show that interactions between responses to drought and insect feeding are herbivore species-specific. CPB performed slightly better on drought-stressed plants, whereas BAW performance significantly decreased. Drought enhanced the CPB-induced accumulation of JA and SA and suppressed ET emission. While CPB herbivory on drought-stressed plants enhanced photosynthesis-related and pathogen responses, BAW herbivory further upregulated herbivore-induced transcriptional responses, resulting in the reduced performance of BAW only. This suggests that the specific interaction between the specialist CPB and *S. dulcamara* may be sustained under abiotic stress conditions, to the benefit of the herbivore.

## 2. Results

### 2.1. Drought Treatment Differentially Affects Herbivore Performance

The effect of drought on the insect resistance of *S. dulcamara* was examined by subjecting plants under well-watering (control) and drought treatments to herbivory treatments by either BAW or CPB larvae. Insect weight gain was used as a proxy measure of plant resistance to insect herbivores. The result showed a statistically significant interactive effect on insect weight gain between water treatments and herbivore species (*F*(1, 44) = 6.734, *p* = 0.013). After a five-day feeding period on drought-treated plants, BAW larvae gained significantly less weight (*p* = 0.045), whereas CPB larvae tended to gain more weight (*p* = 0.081) compared with their conspecifics feeding on control plants (Figure 1). Thus, only the performance of BAW was negatively affected when feeding on drought-stressed plants, indicating an increased resistance of *S. dulcamara* plants to BAW, but not to CPB when under drought.

### 2.2. Water Availability Interacts with Herbivory in Regulating Plant Hormone Levels

To investigate the plant hormonal responses underlying changes in herbivore performance on plants under different watering regimes, we measured concentrations of JA, JA-isoleucine (JA-Ile), ABA, SA, and ET in *S. dulcamara* plants under control and drought treatments with or without 48-h herbivory by BAW or CPB. As individual stress factors, herbivory by either BAW or CPB significantly induced the accumulation of JA, JA-Ile, and ABA under control treatment (Figure 2A–C, Table S1). However, BAW herbivory had significantly stronger effects on the induction of these hormones than CPB, despite the similar damage levels caused by the two herbivory treatments (Figure S1). Moreover, there was a statistically significant interaction between water and herbivory treatments with regard to the accumulation of JA and JA-Ile (Table S1), mainly because drought only enhanced CPB-induced JA/JA-Ile accumulation (Figure 2A,B). Drought stress alone significantly induced ABA accumulation (Figure 2C), which likely overruled the potential effects of insect herbivory under combined stress conditions (Figure 2C).

Even though neither drought nor herbivory treatments alone affected SA accumulation, CPB herbivory enhanced SA accumulation in drought-treated plants (Figure 2D). However, this effect was not observed for BAW herbivory, resulting in significantly higher SA levels in CPB-damaged plants compared to undamaged and BAW-damaged plants under drought stress.

Ethylene emission of well-watered plants was similarly increased upon 24 h of herbivory by BAW and CPB (Figure 3B). Drought did not affect plant intrinsic or BAW-induced ET emissions (Figure 3A,C). Conversely, CPB-induced ET emissions of drought-treated plants were significantly lower than those of well-watered plants after 24 h of herbivory. This difference was further increased after a 48-h period of herbivory (repeated measures, *F*(1, 10) = 5.728, *p* = 0.038; Figure 3D). This resulted in a significant interaction between water availability and CPB herbivory on ET emission rates (*F*(2.29, 22.90) = 3.600, *p* = 0.038).

In conclusion, water availability interacts with CPB herbivory in regulating plant hormone levels, in which drought enhanced the CPB-induced accumulation of JA, JA-Ile, and SA, and suppressed the herbivory-induced ET emission in *S. dulcamara*. In contrast, the increases in JA, JA-Ile, and ET levels upon BAW herbivory were independent of watering regimes.

### 2.3. Transcriptional Regulation

Differences in plant hormonal responses upon herbivory by generalist or specialist insects may trigger diverging transcriptional responses. To analyse this, leaf RNA samples of the experimental plants used for hormone quantification were subjected to microarray analysis. 

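Leaf RNA was hybridised to a custom 1-colour Agilent array built on the transcriptome of *S. dulcamara* (bittersweet nightshade, a wild relative of tomato and potato). The 18 arrays cover 6 groups. Well-watered plants were left undamaged (CON) or were fed on for 48 h by larvae of the generalist beet armyworm (BAW) or of the Colorado potato beetle (CPB), a specialist of nightshades. Drought-treated plants were likewise left undamaged (DRY) or were fed on for 48 h by BAW (DB) or CPB (DC), starting after 5 days of reduced watering. Each group was measured on 3 arrays, and each array held leaf material of 3 pooled plants, so that the spread between arrays is the spread between pools. Another 6 arrays of the same series, 3 for each herbivore, hold leaves of well-watered plants after 24 h of feeding, which the paper does not report on. An array has no read depth, and the number of arrays limits the precision. The authors had the array images corrected for background and spatial effects, averaged the probes of each target and quantile-normalized the intensities. As deposited, the intensities were on a linear scale with 1 value per target, from 2.146 to 266,500 with a median of 110.8. All 24 arrays held the same sorted values, so that a change of a target is a change relative to the other targets of the leaf. On each array, 5,670 of the 33,957 targets (16.7%) lay at or below the paper's intensity threshold of 2 on the log2 scale. Replicate arrays of a group correlated with r between 0.973 and 0.987 across targets.

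For the comparisons, log2 intensities were fitted in limma with 1 mean for each of the 6 groups, so that all 18 arrays shared the estimate of the spread (12 residual degrees of freedom). A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a change of at least 2-fold, which are the paper's thresholds. Whether the response to a herbivore itself differed between the watering regimes was tested as an interaction, at an adjusted p under 0.05 with no fold minimum. The comparisons are named as in Figures 4 and 5. BAW [control] and CPB [control] compare fed with undamaged leaves of well-watered plants, BAW [drought] and CPB [drought] do so in drought-treated plants, and CPB-BAW compares the herbivores with each other. Drought, Drought [BAW] and Drought [CPB] compare drought-treated with well-watered plants that were undamaged or fed on by the named herbivore. The numbers moved with the test, as the methods' Tukey HSD called fewer genes in every comparison than limma, and with single arrays, and the counts of directions moved with the width of the sectors. The targets carry IDs that the deposited tables do not pair with gene names, and genes are therefore described by the parts of Figure 4B that they fall in.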

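Most targets were expressed in these leaves. A log2 intensity above the threshold was reached in at least 3 of the 18 arrays by 30,216 targets, or 89.0% of those on the array, and these were tested here, because a gene that is silent in 1 treatment group and expressed in another is then kept. All 18 arrays exceeded the threshold for 25,570 targets (75.3%). The mean over the 18 arrays exceeded it for 28,391 targets, and at least 1 array did for 32,447 targets. Over all 24 arrays, leaves fed on for 24 h included, 25,463 targets were above the threshold on every array.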

Of all 33,957 targets, 25,570 had normalized expression values higher than the intensity threshold. These targets were selected for further analyses, and are hereupon referred to as ‘genes’. qPCR analyses on a set of selected genes were used to validate the results of the microarray analyses. This showed a highly significant correlation between genes’ expression levels, which were determined by the two methods (Pearson *R* = 0.913, *p* < 0.001; Figure S2). 

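Leaves fed on by either herbivore lay apart from undamaged leaves in both watering regimes. In a classical scaling of 1 minus the Pearson correlation between arrays, all 12 arrays of fed leaves had a first coordinate of at least 0.006, and all 6 arrays of undamaged leaves had one of at most -0.021. This first dimension held 57.2% of the variance. Along it, BAW leaves lay farthest from undamaged leaves with control watering, at 0.03 ± 0.0026 (SD, n = 3) against 0.014 ± 0.0062 (SD, n = 3) for CPB leaves and -0.022 ± 0.0015 (SD, n = 3) for CON. Under drought the herbivores lay closer together, at 0.016 ± 0.0037 (SD, n = 3) for DB and 0.01 ± 0.0047 (SD, n = 3) for DC, while DRY lay at -0.049 ± 0.0075 (SD, n = 3). The second dimension held 22.7% of the variance and parted the watering regimes, with every well-watered array at 0.005 or above and every drought array at -0.01 or below. In a permutational multivariate analysis of variance on the same distances, herbivory took 63.0% of the variation (F = 30.4) and water 27.4% (F = 26.4), each with a permutation p of 1e-04, the smallest that the permutations drawn can give. The interaction of water and herbivory took -2.89% (permutation p = 1), a negative share that this distance, which is not Euclidean, allows and that raises the other shares. On the square root of the distance, a form chosen after seeing the data, herbivory took 41.5%, water 18.5% and their interaction 8.15% (permutation p = 0.108 for the interaction).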

Multidimensional scaling analysis showed that both insect herbivory treatments significantly impacted the transcriptomic response (Figure 4A). Gene set enrichment analyses (GSEAs) identified 440 significantly affected biological processes (BPs). The clustering of their enrichment scores showed that herbivory by CPB or BAW larvae had similar effects on most BPs (87.5%, or 385 BPs, having at least one comparison with statistically significant normalized enrichment scores (NES; Figure 5). In total, 165 BPs were always significantly induced in the same direction by the two insects, regardless of watering regimes (Figure 4D, part i). The majority of the commonly regulated BPs (145) was upregulated, including many BPs related to responses to insect or JA biosynthesis and signalling (Table 1, Figure 6). 

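Many genes responded to feeding whichever larva fed and however the plants were watered. Of 749 genes called in all 4 herbivory comparisons, 543 were higher in fed leaves in each of them, 204 were lower in each, and 2 changed direction between comparisons. The 747 genes of 1 direction moved by a median of 2.52 on the log2 scale with BAW [control], 1.98 with CPB [control], 2.76 with BAW [drought] and 2.53 with CPB [drought], signed so that a positive value is the direction of the herbivory response. Drought alone shifted these genes by a median of -0.40, against the herbivory response. The target with the highest change with BAW [control], A_03677, belonged to this set. Its log2 intensity was 3.67 ± 1.51 (SD, n = 3) in undamaged and 17.21 ± 0.23 (SD, n = 3) in BAW-fed leaves, a log2 fold change of 13.54 (SE 0.56, adjusted p = 6.22e-09 from limma). This change lay between 12.78 and 14.29 when 1 array was left out. In the CON arrays the target lay between 2.15 and 5.17, near the intensity threshold. With CPB [control] it rose by 12.46 (SE 0.56, adjusted p = 2.89e-08 from limma). Undamaged drought-treated leaves already held A_03677 at 7.84 ± 0.77 (SD, n = 3), and it rose from there to 17.11 ± 0.05 (SD, n = 3) with BAW and 16.99 ± 0.03 (SD, n = 3) with CPB. A_03255Rev had the next highest change with BAW [control], a log2 fold change of 13.05 (SE 0.54, adjusted p = 6.22e-09 from limma). C_05185 fell from 8.92 ± 0.11 (SD, n = 3) to 2.97 ± 1.63 (SD, n = 3) with BAW [control], a log2 fold change of -5.95 (SE 0.83, adjusted p = 0.000125 from limma), and 1 of its 3 BAW arrays was at or below the intensity threshold. With that array set to the threshold the change was -5.73, and the size of the fall below the threshold cannot be measured. With the methods' Tukey HSD the set held 313 genes.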

Among the 165 genes that were upregulated by both insects regardless of watering regimes (Figure 4C, upregulated genes in part i), many are involved in JA biosynthesis and secondary metabolism (particularly phenylpropanoids) or encode for protease inhibitors (PIs) (Table S2). Together, these genes represent the common response to insect herbivory in *S. dulcamara*.

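Most genes called for CPB in well-watered plants, 1,005 of 1,089, were also called for BAW in the same direction, while BAW called 2,787 genes in all. Of the shared genes, 714 were higher and 291 lower, and no gene was called in opposite directions. Independent lists of these lengths would share 44.7 higher and 11.1 lower genes. Across genes, the log2 fold changes of BAW [control] and CPB [control] had a Pearson correlation of 0.84. Both comparisons use the same undamaged leaves, and unchanged groups simulated against the same controls gave a correlation of 0.50. The covariance was 0.548 against 0.058 simulated, a difference of 0.49 that estimates the shared effect. With separate controls, 1 undamaged array for one herbivore and 2 for the other in all 6 ways, 308 to 632 genes were called in the same direction for both (at most 29.0 for independent lists) and at most 3 in opposite directions, and r lay between 0.58 and 0.72. The lone undamaged array was assumed to vary like the other groups.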

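Drought without herbivory changed 2,520 genes in undamaged leaves, of which 1,341 were higher and 1,179 lower. Most of them, 1,915, were not called for BAW [control], while 329 changed in the same direction with BAW [control] and 276 in the opposite one, where independent lists would share 118.4 and 114.1. For CPB [control], 161 genes changed in the same direction as with drought, 139 in the opposite direction (46.5 and 44.3 for independent lists), and 2,220 were called for drought only. Across genes, the log2 fold changes of Drought and BAW [control] correlated with r = 0.05, and those of Drought and CPB [control] with r = 0.08. Both pairs share the undamaged well-watered leaves, which alone gave a simulated r of 0.50 for unchanged groups. With that shared part taken out, the covariance was -0.019 for Drought with BAW [control] and -0.013 for Drought with CPB [control]. With separate undamaged well-watered arrays for Drought and BAW [control], 117 to 155 genes changed in the same direction (mean 137.5, at most 72.7 for independent lists) and 131 to 233 in the opposite one (mean 155.5), and r lay between -0.06 and 0.00. For CPB [control] these were 39 to 68 (mean 60.2, at most 25.6 for independent lists) and 47 to 108 (mean 66.7). Once the arrays were separate, the surplus of genes with the same over those with the opposite direction did not hold on average. Genes with the same direction still outnumbered those of independent lists. On average they were fewer than those with the opposite direction, at 137.5 against 155.5 for BAW [control] and 60.2 against 66.7 for CPB [control]. For drought, the methods' Tukey HSD called 1,308 genes.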

Drought treatment had a very different effect on the plant transcriptome than herbivory treatments (Figure 4). 

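Under drought, 1,029 genes were called for both herbivores that were called for neither herbivore in well-watered plants, 451 of them higher and 578 lower in fed leaves. Their median change in the direction of the herbivory response was 1.59 with BAW [drought] and 1.53 with CPB [drought]. In well-watered plants the same genes moved by a median of 0.67 with BAW and 0.50 with CPB, below the 2-fold minimum, and 922 of them with BAW and 903 with CPB had the sign they had under drought. The undamaged leaves differed most between the watering regimes. Drought alone moved these genes against the herbivory response by a median of -1.16, and 490 of the 1,029 were called for drought in the direction opposite to herbivory and 1 in the same direction. In fed leaves drought moved them by a median of -0.12 with BAW and -0.06 with CPB. Averaged over the 1,029 genes and set against CON, the DRY arrays lay at -1.38 ± 0.223 (SD, n = 3). Fed leaves lay at 0.65 ± 0.053 (BAW) and 0.52 ± 0.10 (CPB) with control watering and at 0.49 ± 0.012 (DB) and 0.42 ± 0.059 (DC) under drought (SD, n = 3 each). The interaction of herbivory and drought was past its threshold for at least 1 herbivore in 302 of the genes and for both in 161, as tested in limma at an adjusted p under 0.05. These genes were chosen on the arrays that give their values. When the genes were chosen without 1 replicate of each group and measured in that replicate, drought alone moved them by a median of -0.88, the mean over the 3 choices. With the methods' Tukey HSD there were 637 of them.

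**Figure D1:**
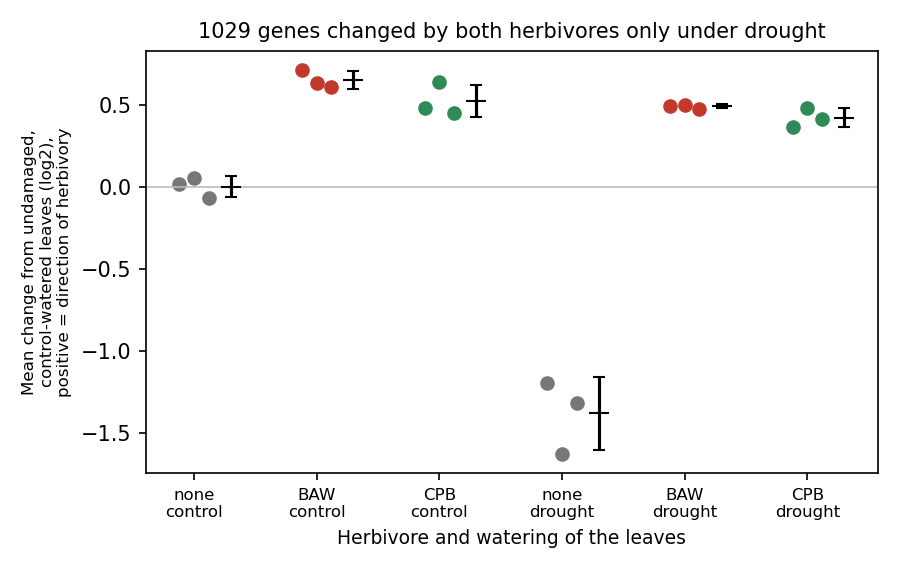
Mean log2 change from undamaged well-watered leaves over the 1029 genes called for both herbivores only under drought, with each gene signed in the direction of its herbivory response (vertical axis), for the 6 treatment groups (horizontal axis). Each point is 1 array, and the bars give the mean and SD of the 3 arrays of a group. The genes were chosen on these arrays. The undamaged drought-treated leaves lie between -1.631 and -1.198, and all fed leaves lie above 0.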

Overall, it enhanced the general plant response to both herbivores, as indicated by the 587 additional genes that were induced by both insects (281 upregulated, 306 downregulated; Figure 4C, part f) in drought-stressed plants.

### 2.4. Drought and Insect Herbivory Increase Serine-Type PI (serPI) Levels and PI Gene Expression

As PI activity is a well-known defence against insect herbivores, we also analysed levels of serine PI (serPI), which inhibit proteases with a serine at their active sites, and the regulation of PI-related genes of *S. dulcamara* plants under drought and herbivory treatments. As expected, insect herbivory significantly increased serPI levels of *S. dulcamara* plants (Figure 7A, Table S3). Moreover, drought induced serPI levels as well as the expression levels of four PI genes (comp460, 251, 255, and 1799; Figure S3). There was no statistically significant interaction between water availability and herbivory treatments on serPI levels. However, when comparing within each watering treatment, herbivory only significantly increased serPI levels in drought-treated plants, and the effect of CPB herbivory on serPI levels was more pronounced than that of BAW. In addition, drought had a significant and positive main effect on the total protein contents of *S. dulcamara* leaves (Figure 7B).

### 2.5. BAW Elicits More Prominent Responses than CPB, Especially under Drought

The above findings on transcriptional regulation and serPI levels, however, did not explain the reduced performance of BAW on *S. dulcamara* plants under drought. We further investigated the transcriptomic data to identify the differential effects of drought on plant responses to BAW and CPB. Since SA signalling is considered a negative regulator of insect-induced JA-dependent defences, we hypothesized that the CPB-induced SA accumulation would suppress plant responses to CPB compared to responses elicited by BAW. 

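BAW feeding changed more genes than CPB feeding in both watering regimes. In well-watered plants, 1,797 genes were higher and 990 lower with BAW, 2,787 in all, and 751 were higher and 338 lower with CPB, 1,089 in all. In drought-treated plants, 2,121 genes were higher and 1,547 lower with BAW, 3,668 in all, and 1,675 were higher and 1,255 lower with CPB, 2,930 in all. These counts come from limma at the same thresholds for each comparison, over 30,216 genes. Without CPB replicate 2, the 1,089 genes of CPB [control] became 685. The methods' Tukey HSD called 1,512 genes for BAW [control], 400 for CPB [control], 2,264 for BAW [drought] and 1,544 for CPB [drought].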

The plot of directional changes in gene expression under single and combined treatments (Figure 8) showed that BAW herbivory indeed affected more genes than CPB. This applies both to the numbers of upregulated (‘no < herbivore’, right horizontal) and downregulated (‘no > herbivore’, left horizontal) genes. 

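The direction of each gene was taken from its mean herbivory effect and its mean drought effect in the design of herbivory by water, for all genes called in at least 1 comparison of that design, which were 5,866 for BAW and 4,932 for CPB. In a sector of 45 degrees around each axis, 1,684 genes pointed towards higher expression in BAW-fed leaves, and 1,082 did so with CPB. Towards lower expression in fed leaves pointed 847 genes with BAW and 572 with CPB. Sectors of 20 degrees held fewer genes and the same order, with 852 genes for BAW and 552 for CPB towards higher expression and 354 and 256 towards lower expression. With genes called by the methods' Tukey HSD, 511 genes pointed towards lower expression with BAW, and 679 towards higher and 293 towards lower expression with CPB.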

Correspondingly, 61.5% of the herbivore-upregulated BPs in control plants were induced more strongly by BAW herbivory than by CPB (Figure 5, blue parts of CPB-BAW [control] comparison). This effect was statistically significant for 26 BPs (Figure S4A, blue dots). The difference in response to BAW and CPB was even more prominent on drought-stressed plants (Figure 5, CPB-BAW [drought]), with 62 BPs upregulated significantly stronger by BAW than CPB (Figure S4B, most of blue dots). Many of these BPs are related to cell wall biogenesis and organization (15 BPs), as well as the metabolism of carbohydrates (eight), lipids (seven), and secondary metabolites (eight). Conversely, CPB herbivory upregulated only one BP (GO:0019216, regulation of lipid metabolism) significantly stronger than BAW in control plants and four unrelated BPs (GO:0006626, 0001510, 0010421, 0015757) in drought-treated plants. Similar patterns were found among the herbivore-downregulated BPs, the majority of which were significantly more strongly affected by BAW than CPB herbivory, particularly those related to photosynthesis (Figure 5 and Figure S4). Together, these results clearly show that BAW had more pronounced effects than CPB on herbivore-mediated responses, especially in drought-stressed plants.

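Set directly against each other, CPB-fed and BAW-fed leaves differed past the thresholds in few genes. With control watering, 3 genes were higher with CPB and 9 were higher with BAW, and 656 genes had an adjusted p under 0.05 in limma. Under drought, 2 genes were higher with CPB and 1 was higher with BAW, and 17 genes had an adjusted p under 0.05 in limma. One target was higher with CPB in both regimes, by 3.29 on the log2 scale with control watering (SE 0.39, adjusted p = 0.00541 from limma) and by 3.63 under drought (SE 0.39, adjusted p = 0.00328 from limma). At an unadjusted p under 0.05, where chance alone gives 1,511 genes, 6,054 genes differed with control watering and 3,449 under drought. Tukey HSD as in the methods called 0 genes in either regime, while a limma fit of all 24 arrays called 42 with control watering and 6 under drought, and one with a trended and robust variance called 19 with control watering. A block for the replicate number left 1 gene with control watering and 0 under drought. Single arrays moved the 12 genes of control watering to 0 (left out: CPB replicate 3 or BAW replicate 1), 1 (CON replicate 1 or BAW replicate 3), 2 (CPB replicate 1), 7 (DRY replicate 2 or DB replicate 3), 19 (BAW replicate 2 or DC replicate 1) or 33 (CPB replicate 2), and the 3 genes of drought to 0 (DC replicate 1, DC replicate 3 or DB replicate 1).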

### 2.6. Drought Enhances Specific Responses to Each Herbivore

While drought treatment enhanced the common transcriptional responses to both BAW and CPB, it enhanced the plant’s specific responses to each herbivore as well. 

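Tested in limma, the response to each herbivore differed between the watering regimes in a set of genes. The interaction test in limma found 631 genes whose response to BAW differed between the watering regimes at an adjusted p under 0.05, 200 with a more positive and 431 with a more negative change under drought. For CPB there were 733 such genes, 337 more positive and 396 more negative. When water labels were redrawn within fed and within undamaged leaves, 5 of 100 labellings gave as many genes for BAW and 7 for CPB. These include the real labelling. The others, 4 for BAW and 6 for CPB, were all among the 9 labellings that left the water labels of the undamaged leaves together. There the effect of drought itself enters the contrast, so that this form does not measure chance alone, and chance was not excluded in it. With the drought effect common to fed and undamaged leaves removed, a form chosen later, only the real labelling gave as many genes. That effect was estimated with the real labels, so that the later form alone does not exclude chance. Responses to the same herbivore in the 2 regimes, which share no array, correlated across genes with r = 0.77 for BAW and r = 0.68 for CPB. The counts moved with single arrays. For BAW the interaction held 314 genes without BAW replicate 3, 322 without DB replicate 3, 326 without CON replicate 1, 327 without BAW replicate 1, 354 without CON replicate 2, 397 without DRY replicate 3 and 987 without DRY replicate 1. For CPB it held 284 genes without DC replicate 2, 344 without CON replicate 2, 370 without DRY replicate 3, 422 without CPB replicate 3, 457 without DRY replicate 2, 461 without CON replicate 3, 465 without CON replicate 1 and 1,142 without DRY replicate 1. The paper reasons from the parts of Figure 4C, where it counts genes called for both herbivores only under drought as an enhanced common response, and genes called for 1 herbivore only under drought as an enhanced response specific to that herbivore. It also draws on gene ontology tests of such parts and on gene set enrichment for the difference between the herbivores, neither of which was tested here.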

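The genes called for BAW [drought] and for no other herbivory comparison numbered 731, of which 367 were higher and 364 lower in fed leaves. They moved in the direction of the herbivory response by a median of 1.21 with BAW [drought] and of 0.87 with CPB [drought], and 728 of the 731 had the same sign with both herbivores under drought. Both comparisons are set against DRY, which by itself favours a shared sign. With control watering the median of these genes was 0.70 with BAW and 0.38 with CPB, and drought alone moved them by -0.74. The direct comparison of CPB-fed with BAW-fed leaves under drought had a median of -0.40 on these arrays, which also served to choose the genes, and of -0.22 (between -0.35 and -0.13 over 3 choices) in replicates held out of the choice. It was past an adjusted p of 0.05 in limma for 2 of the genes and past both thresholds for 1. The interaction of BAW and drought was past its threshold in 32 of the 731 genes.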

Plants under drought treatment induced 569 more genes (309 upregulated, 260 downregulated; Figure 4C, part g) in their specific response to BAW herbivory. 

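The genes called for CPB [drought] alone numbered 443, with 203 higher and 240 lower in fed leaves. Their median change was 1.23 with CPB [drought] and 0.91 with BAW [drought], and 439 of the 443 had the same sign with BAW under drought. Here too, both comparisons are set against DRY. With control watering these genes moved by a median of 0.37 with CPB and 0.45 with BAW, and drought alone moved them by -0.65. CPB-fed and BAW-fed leaves under drought differed by a median of 0.38 on these arrays, which also served to choose the genes, and by 0.03 (between -0.09 and 0.14 over 3 choices) in replicates held out of the choice. The difference on all arrays was past an adjusted p of 0.05 in limma for 1 gene and past both thresholds for none, while the interaction of CPB and drought was past its threshold in 51 genes. Averaged over the genes and set against CON, the arrays lay at 0.73 ± 0.113 for DC and 0.21 ± 0.052 for DB, and at -0.73 ± 0.043 for DRY (SD, n = 3 each). For the 731 genes called for BAW [drought] alone, the same means were 0.56 ± 0.052 for DB, 0.09 ± 0.10 for DC and -0.84 ± 0.154 for DRY (SD, n = 3 each). The count of 443 became 223 without DC replicate 2, and 180 with the methods' Tukey HSD.

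**Figure D2:**
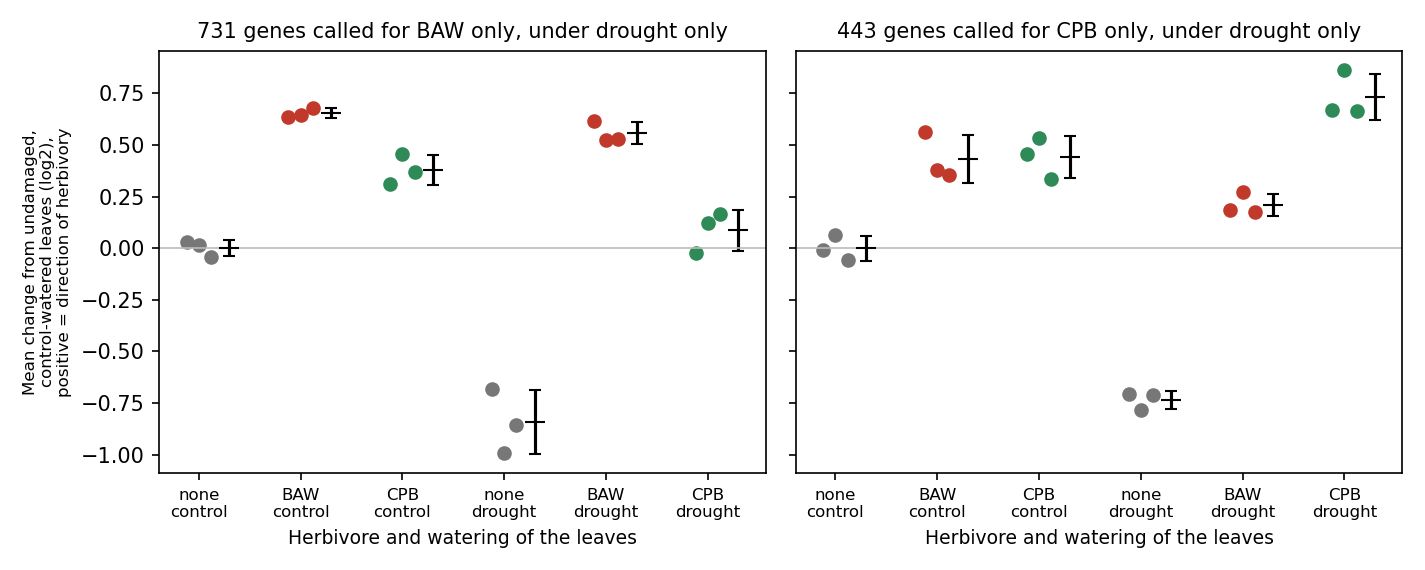
Mean log2 change from undamaged well-watered leaves (vertical axes), signed in the direction of the herbivory response, over the 731 genes called for BAW only (left) and the 443 genes called for CPB only (right), each under drought only, for the 6 treatment groups (horizontal axes). Each point is 1 array, and the bars give the mean and SD of the 3 arrays of a group. The genes were chosen on these arrays, and undamaged drought-treated leaves lie below 0 in both panels.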

When CPB was feeding, 163 unique genes responded (85 upregulated, 78 downregulated; Figure 4C, part c). GO annotation tests on the BAW-specific response in control and/or drought conditions (417 + 285 + 569 genes; Figure 4C, sums of part o + k + g) showed that upregulated genes were primarily involved in JA biosynthesis, cell wall biogenesis and organization, and carbohydrate metabolism, while downregulated genes were mainly involved in photosynthesis (Table S4A). 

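Genes called for BAW in well-watered plants and for CPB in neither regime fell into parts o and k. Those called for BAW and not CPB in well-watered plants, but for CPB under drought, fell into parts j (624 genes) and n (34 genes). Part o, called for BAW [control] only, held 718 genes, 371 higher and 347 lower. They moved by a median of 1.25 with BAW [control] and 0.73 with CPB [control], and 710 of them had the same sign with both herbivores. These comparisons share CON, which by itself favours a shared sign. Part k, called for BAW in both regimes and for CPB in neither, held 406 genes, 253 higher, 149 lower and 4 of mixed direction. The 402 genes of 1 direction moved by a median of 1.41 with BAW [control] and 0.79 with CPB [control], and by 1.32 and 0.86 under drought. The herbivores differed directly with control watering, at an adjusted p under 0.05 in limma, in 89 genes of part o and 85 of part k, and under drought in 1 and 2 genes, but the genes were chosen on these arrays for a call with BAW and none with CPB. In replicates held out of the choice, CPB-fed minus BAW-fed leaves with control watering had a median of -0.53 in part o (between -0.76 and -0.26 over 3 choices) and of -0.60 in part k (between -0.80 and -0.33). With the methods' Tukey HSD part o held 428 genes.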

There was no enrichment of responses related to defence against insects in the CPB-specific response (4 + 3 + 163 genes; Figure 4C, sums of part a + b +c). This CPB-specific response contained a large group of 41 genes, which were annotated as ribosomal proteins and/or involved in protein translation (Table S4B). 

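Few genes were called for CPB and not for BAW in well-watered plants. Part a, called for CPB [control] only, held 43 genes, 19 higher and 24 lower in fed leaves. They moved by a median of 1.27 with CPB [control] and of 0.81 with BAW [control], and 39 of the 43 had the same sign with BAW. As in part o, the shared CON by itself favours this. Part b, called for CPB in both regimes and for BAW in neither, held 10 genes, 7 higher and 3 lower. These moved by a median of 2.12 with CPB [control] and 1.94 with CPB [drought], against 0.93 and 0.90 with BAW. The direct comparison of the herbivores with control watering had an adjusted p under 0.05 in limma for 11 genes of part a and 3 of part b, genes chosen on these arrays for a call with CPB and none with BAW. In replicates held out of the choice, the 11 to 14 genes then in part a moved by a median of 0.32 with CPB [control] and 0.37 with BAW [control]. With the methods' Tukey HSD 3 genes were left in each part, and targets above the threshold in all arrays left 5 in part b. Part a became 16 genes without CON replicate 3, 18 without CPB replicate 2, 22 without CON replicate 1 and 25 without CON replicate 2, and part b became 6 without CON replicate 1 or CPB replicate 2.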

The 10 most upregulated or downregulated genes in the specific responses of drought-treated plants to each herbivore are shown in Table S5. Notably, five of these CPB-specific upregulated genes were annotated as responsive to pathogens, including *osmotin-like protein*, *patatin-like protein* 3, *alternative oxidase*, *universal stress protein*, and *blue copper protein*. On the other hand, the BAW-specific upregulated genes included two terpene synthases (*Sesquiterpene Synthase1* and *Limonene synthase*).

### 2.7. Herbivore Responses that Were not Induced by CPB in Drought-Stressed Plants

In addition to the insect-specific induced responses, we analysed the part of the common herbivory response that was no longer significantly induced when CPB herbivory occurred on drought-treated plants. We zoomed in on these responses because it may help to understand why CPB performance was not so negatively affected by drought-stressed plants as that of BAW. Forty BPs fell into this category (Figure 4D, part h; listed in Figure 9). Among them, 34 BPs were no longer significantly upregulated by CPB herbivory on drought-treated plants, including processes described as response to insect (GO:0009625, as shown in Figure 6) or related to hormonal signalling (four), cell wall organization and biogenesis (six), lipid (six) and secondary metabolism (four BPs in biosynthesis of suberin, pigments, tetracyclic triterpenoid and sulphur compounds). The other six BPs, which were no longer significantly downregulated by CPB herbivory on drought-treated plants, included three BPs related to photosynthesis and two related to carbohydrate metabolism. 

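The genes called for both herbivores with control watering and for BAW alone under drought numbered 98, of which 62 were higher, 31 lower and 5 of mixed direction. The 93 genes of 1 direction moved in it by a median of 1.37 with CPB [control] and 0.86 with CPB [drought], and 90 of them had the same sign in both. They were chosen on these arrays for a call with CPB in the former and none in the latter, and in replicates held out of the choice the medians were 1.11 and 0.81 over 18 to 35 genes. With BAW their median was 1.95 with control watering and 1.42 under drought. Averaged over these genes and set against CON, the arrays lay at 1.54 ± 0.149 for CPB and 1.12 ± 0.185 for DC, at 2.13 ± 0.066 for BAW and 1.84 ± 0.111 for DB, and at 0.30 ± 0.036 for DRY (SD, n = 3 each). The response to CPB differed between the watering regimes, at an adjusted p under 0.05 for the interaction in limma, in 5 of the 93 genes. The herbivores differed directly under drought in 4 of them. The count of 98 became 52 without CPB replicate 2 and 59 without CON replicate 3, and 32 with the methods' Tukey HSD.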

At the gene level, 30 significant genes (17 upregulated, 13 downregulated) fitting these expressing patterns were found (Figure 4C, part h; Figure S5). Notably, among the herbivore-responsive genes that were no longer significantly upregulated by CPB on drought-treated plants, five are involved in cell wall remodelling and carbohydrate metabolism (a cellulose synthase-like protein, a pectin acetylesterase-like protein, a glucan endo-1,3-beta-glucosidase, a UDP-d-glucuronate 4-epimerase, and a UDP-glucosyltransferase). These processes and genes might contribute to a better defence of drought-treated *S. dulcamara* plants against BAW, but not to CPB, resulting in the reduced performance of BAW.

### 2.8. Plant Responses to Drought Are More Prominent under CPB Herbivory

Interestingly, the circular histogram (Figure 8) also revealed that drought induced many more genes in the treatment combination with CPB herbivory than with BAW: 116 upregulated (green dots towards ‘control < drought’) and 53 downregulated (green dots towards ‘control > drought’) genes compared to 41 upregulated (red dots towards ‘control < drought’) and seven downregulated (red dots towards ‘control > drought’) genes, respectively. 

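Drought changed more genes in CPB-fed than in BAW-fed leaves. In CPB-fed leaves 547 genes were higher and 406 lower under drought, and in BAW-fed leaves 358 were higher and 198 lower. Of the genes higher under drought, 312 were called with CPB only, 123 with BAW only and 235 with both, and of the genes lower, 283 were called with CPB only, 75 with BAW only and 123 with both. The 312 genes called with CPB only rose under drought by a median of 1.32 on the log2 scale in CPB-fed leaves, against a median change of 0.79 in BAW-fed leaves, where 302 of them had the same sign. The difference between the herbivores in the effect of drought was past an adjusted p of 0.05 in limma for 0 of these genes. By direction in sectors of 45 degrees, 654 genes pointed towards higher and 664 towards lower expression under drought in the CPB design, and 447 and 540 did so in the BAW design. A direction also rests on the herbivory effect, and on the drought effect in undamaged leaves, which both designs share. A smaller herbivory effect, as with CPB, by itself moves genes towards the drought axis. The counts of directions therefore do not compare the drought effects alone. Sectors of 20 degrees held 260 and 344 genes for CPB and 175 and 233 for BAW. With the methods' Tukey HSD, 228 genes were called for drought with CPB and 81 with BAW, and the sectors of 45 degrees held 412 and 313 genes for CPB and 291 and 270 for BAW. The 953 genes called with CPB became 525 without DC replicate 2, and the 556 called with BAW became 228 without DB replicate 1, 239 without DB replicate 3, 282 without BAW replicate 2 and 301 without BAW replicate 3.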

A GO distribution test of the drought-upregulated genes specifically when in combination with CPB (86 genes) showed the enrichment of genes involved in photosynthesis and/or functioning in chloroplasts (Supplementary Table S6), including isopentenyl diphosphate biosynthesis (GO:0019288), chlorophyll biosynthesis (GO:0015995), and photosynthetic electron transport chain (GO:0009767). This indicates that plant physiological processes, particularly photosynthesis, may be less constrained by CPB than by BAW herbivory under drought stress.

## 3. Discussion

In this study, we found that the performance of BAW, but not CPB, was reduced when feeding on *S. dulcamara* plants under drought stress. Correspondingly, herbivory by CPB and BAW induced different hormonal and transcriptional responses in *S. dulcamara* under well-watered, control, and drought conditions.

Under control water conditions, BAW herbivory more strongly induced the accumulation of the defence-related hormones JA, JA-Ile, and ABA, as well as related sets of biological processes at the transcriptional level. This is corroborated by a much stronger effect of BAW herbivory on plant transcriptional responses, including many BAW-specific upregulated genes involved in JA biosynthesis, cell wall biogenesis and organization, and carbohydrate metabolism. 

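In well-watered plants the response to BAW was also the larger one when the genes were chosen on other arrays. The 2,427 genes called for both herbivores under drought, 1,436 higher and 991 lower, moved in the same direction in well-watered leaves by a mean of 1.65 ± 0.09 (SD, n = 3) with BAW and of 1.25 ± 0.17 (SD, n = 3) with CPB. The difference was 0.40, with no overlap between the arrays (2-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Over all genes, the root mean square of the log2 fold changes, corrected for noise, was 0.83 with BAW [control] and 0.62 with CPB [control].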

In *Arabidopsis*, another specialist chewer, *P. rapae*, also induced a weaker transcriptional response than the generalist BAW, which was attributed to the differences in the amount and timing of herbivore-induced ET production [12,24]. However, we did not observe any differences in ET production induced by CPB and BAW in *S. dulcamara*. Instead, our results might be explained by the stronger SA accumulation in CPB-damaged plants. This has been shown to suppress defence responses to insect herbivores via antagonistic cross-talk with the JA signalling pathway [44,45].

### 3.1. Drought Enhances Defence Responses to BAW

The hormonal response to the generalist BAW was not substantially affected by drought. This was possibly due to the strong effect of BAW herbivory alone, which may have maximised the physiological levels of JA and ABA in leaf tissues. Nevertheless, drought enhanced the transcriptional responses to BAW herbivory and the production of serine PIs. 

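The response to BAW was larger under drought by a small margin when taken over all genes, with a noise-corrected root mean square log2 fold change of 0.94 in drought-treated plants. Of the genes called for BAW in both regimes, 1,288 were higher and 571 lower in both, and 18 changed direction. Lists without any relation would share 126.1 higher and 50.7 lower genes.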

BAW herbivory on drought-stressed plants also led to stronger transcriptional responses related to cell wall remodelling and carbohydrate and secondary metabolism. These responses may be important for the acquisition of resources necessary to mount defences against pathogens and insect herbivores [46,47]. Moreover, an increase in cell wall components, such as cellulose and lignin, is strongly linked with the reduced palatability of plant tissues to herbivores [48]. The interaction between responses of *S. dulcamara* to drought and BAW herbivory, which is possibly due to a synergistic effect of elevated ABA levels on JA signalling [43], may maximise the protection of valuable leaf tissues of drought-stressed plants against herbivores. In contrast, a lack of increased ABA accumulation under drought in *Brassica* plants was associated with insect preference for drought-stressed plants over well-watered ones [38]. These insights support the view that drought may promote defence production and plant resistance to some insect herbivores via the synergism of JA and ABA signalling [6].

### 3.2. Interaction between Drought and CPB Herbivory Responses Benefits the Herbivore

In contrast, hormonal responses to the specialist CPB strongly interacted with the drought response. This was illustrated by the increase of herbivore-induced accumulation of JA, JA-Ile, and ABA, the specific SA accumulation, and the suppression of herbivore-induced ET emission when CPB herbivory occurred on drought-stressed plants. At the transcriptional level, drought-stressed plants responded less prominently to CPB than to BAW feeding. This applied especially to genes related to cell wall remodelling and the metabolism of carbohydrates, lipids, and secondary metabolites. 

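Under drought the response to CPB had a noise-corrected root mean square log2 fold change of 0.87. The 1,005 genes called for both herbivores in well-watered plants moved in drought-treated leaves by a mean of 2.68 ± 0.07 (SD, n = 3) with BAW and 2.42 ± 0.10 (SD, n = 3) with CPB. The difference was 0.26, with no overlap between the arrays (2-sided exact permutation test, p = 0.1, the smallest that this design allows).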

We suggest that suppressing these responses may retain, and even improve, the palatability of leaf tissues in drought-stressed plants, and thereby benefit the specialist CPB larvae.

How these transcriptional responses are regulated is still unclear, since CPB herbivory on drought-stressed plants induced levels of JA and ABA to the same extent as BAW herbivory. We suggest that this may be a result of the CPB-specific induction of SA accumulation and the suppression of herbivore-induced ET emission in drought-stressed plants. SA signalling can inhibit several JA-dependent defence responses. Some herbivores are known to be able to exploit this antagonistic interaction via the action of herbivore-specific cues, including HAMPs [9,11,44,45]. Moreover, the induction of SA signalling upon herbivory can also be triggered by viruses or the symbiotic bacteria that insects carry in their oral secretion, which mutually benefits the microbes and their insect hosts. SA accumulation in *Arabidopsis* upon *Frankliniella occidentalis* herbivory is indeed caused by the tomato spotted wilt virus that it carries. This results in a better performance of thrips and allows both, thrips and virus, to spread quickly on their host plants [21]. CPB herbivory on tomato and potato also suppresses the induction by wounding and/or herbivory of several JA-mediated defences, such as *PI* genes and PPO activity, resulting in the enhanced performance of conspecifics [49,50]. In tomato, SA accumulation was shown to be caused by several symbiotic bacteria, including the *Stenotrophomonas*, *Pseudomonas,* and *Enterobacter* species, which are present in CPB oral secretion [22]. These bacteria were also detected in several European CPB populations ([51,52]; A. Grapputo, personal communications); therefore, it is likely that they are also responsible for the enhanced SA accumulation in our study. However, the mechanisms underlying this SA response need to be further investigated. The outcome may be different from what has been described in tomato, because neither JA levels nor serine-PI levels were suppressed in *S. dulcamara.*

In addition, the suppression of herbivory-induced ET emission upon CPB on drought-stressed plants may be relevant, because ET signalling promotes several plant defences against insects [17,18]. How drought may suppress CPB-induced ET emission is an intriguing question. One explanatory factor may be the enhanced accumulation of SA in these plants, because SA signalling may inhibit ET biosynthesis [34,53,54,55].

Furthermore, drought increased the differences between the transcriptional responses of *S. dulcamara* plants to herbivory by CPB and BAW. 

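Across genes, the log2 fold changes of BAW and CPB under drought correlated with r = 0.90, with a simulated r of 0.50 for unchanged groups against the shared undamaged leaves and a covariance of 0.855 against 0.058 simulated. The noise-corrected root mean square log2 difference between CPB-fed and BAW-fed leaves was 0.24 under drought and 0.33 with control watering. The test of whether the difference between the herbivores depends on drought found 0 genes at an adjusted p under 0.05 in limma and 2,468 at an unadjusted p under 0.05, where chance gives 1,511. Without CPB replicate 2 it found 6 genes, and 1 without CON replicate 2, CPB replicate 1, DC replicate 1 or DB replicate 2.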

While defence responses to BAW were further enhanced in drought-stressed plants, the specific response to CPB in drought-stressed plants was not enriched with any typical defences against herbivores. Instead, the expression of several genes annotated as pathogen-responsive were strongly enhanced by CPB herbivory in drought-stressed plants. This is likely related to the pathogen response triggered by the enhanced SA signalling upon CPB herbivory [22]. Whereas the effect of BAW herbivory on drought-stressed plants dominated the plant transcriptional responses, drought-stressed plants subjected to CPB herbivory could also mount an adaptive drought response, which is represented by the enhanced expression of many genes involved in chlorophyll biosynthesis and photosynthetic processes. Rehydration during mild and intermittent drought stress often decreases proteolytic activity and results in photosynthetic recovery [56,57,58,59,60]. Moreover, drought strongly increases serine PI contents in *S. dulcamara*, whose activity sustains the sink status of leaves [61,62]. In addition, a large group of genes encoding ribosomal proteins or proteins involved in gene translation were upregulated by CPB feeding. These responses might divert resources of drought-stressed plants away from producing effective defences against CPB. Alternatively, the enhancement of photosynthesis and other primary compounds may maintain the nutritive value of drought-stressed plants. Both processes might contribute to the better performance of CPB on drought-stressed plants compared to BAW as well as compared to the conspecifics on well-watered plants.

### 3.3. The PI Response is Enhanced by Drought, but Does Not Decrease CPB Performance

Herbivory by either BAW or CPB enhanced the expression of PI genes, but not serine PI concentrations, in *S. dulcamara*. The increased serine PI concentrations were only observed in drought-stressed plants, which suggests that the drought-induced PI response prior to herbivory primes the plants for a faster PI production upon herbivory [43,63]. A candidate causing this interaction is the enhanced ABA signalling in drought-stressed plants. ABA is known to enhance the expression of PI genes, and might overrule the suppressive effect of SA signalling induced by CPB [43,64,65]. Furthermore, the lack of increased ET emissions in the combined drought and CPB herbivory treatment suggests that plants might prioritise defence production via the JA/ABA-dependent pathway, which may explain the higher serine PI contents of drought-stressed plants upon CPB herbivory compared to BAW herbivory. However, since only the performance of BAW was reduced on drought-stressed plants, the increased serine PI contents might not be effective against CPB. Coleopteran species, such as CPB, use cysteine proteases to digest their food. Thus, the digestive proteins of beetles are mostly inhibited by cysteine PIs, which falls within a different class of protease inhibitors [66]. Both CPB and BAW are known to be able to compensate for the inhibited gut proteolytic activity by plant PIs by producing other, insensitive proteases [67,68,69,70]. Nevertheless, specialist herbivores are more adaptive to plant defence responses than generalist herbivores [26,71,72]. Particularly, CPB larval growth was much less affected by the wound/JA-induced PIs in potato compared to BAW [73].

In conclusion, we demonstrated that the responses of *S. dulcamara* plants to drought and insect herbivory interact in a species-specific manner. Under drought stress, *S. dulcamara* plants further enhance defence responses and gain resistance to the generalist BAW. On the other hand, CPB herbivory triggers less pronounced responses compared to BAW, probably owing to its specific induction of SA accumulation and suppression of herbivore-induced ET emission. Moreover, plants under drought divert resources towards adaptive responses to drought and pathogen defence responses that may not be effective against CPB. This suggests that a more specialised interaction between *Solanum* species and the specialist CPB is conserved in *S. dulcamara*, which may benefit the specialist when the plant is under drought stress. Our study provides valuable insights to understand the molecular interactions that shape the relationships between plants and different insect herbivores in their natural environments.

## 4. Materials and Methods

### 4.1. Plant Materials

A seed batch of *S. dulcamara* collected from several plants in Goeree (South Holland, The Netherlands) in 2010 was used in this study [43]. Seeds were stratified at 4 °C in the dark for two weeks, and then sown on potting soil in 11 × 11 × 12 cm (W × L × H) pots covered with a 0.5-cm layer of sand. Plants were kept in an insect-free glasshouse for a 16-h photoperiod, with minimum temperatures set to 20 °C/17 °C (day/night). Greenhouse light was supplemented with sodium lamps (600 W, Philips, Amsterdam, The Netherlands) when natural light fell below 250 µmol m^−2^·s^−1^.

### 4.2. Watering Treatments

Thirty-day-old plants were placed in two netted compartments and randomly assigned to one of two watering regimes: well-watered (control) treatment or moderate drought treatment. Control plants were watered to maintain volumetric soil moisture at 22.0 ± 3.3% (mean ± SD), which was monitored using an ML2x ThetaProbe connected to an HH2 Moisture Meter (Delta-T Devices, Cambridge, United Kingdom). From the onset of the drought treatment, drought-treated plants were supplemented with 50 mL of water daily to induce a gradual decrease of soil moisture. After three days, the soil moisture level of these plants had decreased to 10.4 ± 1.3%. At the same time, the mild wilting of the bottom leaves was observed. After five days, soil moisture had decreased to 9.6 ± 1.9%. The drought-treated plants were not watered during the insect herbivory period.

### 4.3. Herbivory Treatments and Insect Performance

Beet armyworm (*S. exigua*; BAW) larvae were reared on a wheat germ-based diet [74] and kept at 25 °C in a climate cabinet (Snijders Scientific, Tilburg, The Netherlands). Colorado potato beetle (*L. decemlineata*; CPB) larvae were reared on a mixed diet of potato and *S. dulcamara* leaves under greenhouse conditions. Both BAW and CPB larvae were fed on *S. dulcamara* leaves for one day, and starved for two hours before being used in the experiments.

Five days after the initiation of the drought treatment, control and drought-treated plants were subjected to herbivory by CPB or BAW larvae or kept as undamaged controls. For herbivory treatments, one or two young third-instar larvae, depending on their sizes, were confined to the youngest fully expanded leaf of each plant using a white mesh bag to inflict a comparable level of leaf damage. For the undamaged (control) plants, leaves at a similar position were enclosed in mesh bags without insects. After 48 h of herbivory, control and treated leaves (*n* = 12 per treatment, 2 × 3 factorial design) were photographed to measure the damaged areas using Fiji software based on ImageJ v. 1.48d (National Institutes of Health, Bethesda, Maryland, USA) [75]; then, they were flash-frozen in liquid nitrogen, and stored at −80 °C.

To assess insect performance, the larvae that damaged the plants were weighed and moved to younger, undamaged leaves. After another 72 h of feeding, the larvae were weighed again. Total weight gain was calculated by subtracting the initial mass from the final mass and divided by numbers of larvae used per plant to obtain the average weight gain.

### 4.4. Quantification of PI and Total Protein Contents

For molecular analyses (microarrays, quantification of hormones, and PI content), three samples per treatment with the most extreme (lowest and highest) leaf damage were excluded to obtain similar damage levels among herbivory treatments. Total protein extraction was adapted from [76] using four mL of 0.1 M potassium phosphate buffer (pH 7.3, 5% (*w*/*v*) PPVP, 0.83% Triton X-100) per mg leaf material. Total protein content (µg mg^−1^ fresh weight (FW)) was quantified using the Bradford assay [77]. Serine-type PI content (serPI, µg·g^−1^ FW, *n* = nine per treatment) was quantified based on an enzyme activity assay [43,78]. Three technical replicates were taken for each sample. All of the assays were performed in an Infinite^®^ 200 PRO plate reader (Tecan, Männedorf, Switzerland) at room temperature.

### 4.5. Hormone Quantification

Extraction and quantification of ABA, SA, JA, and JA-isoleucine conjugate (JA-Ile) was done according to the protocol modified from Wang et al. [79] using an UPLC-ESI-MS/MS Synapt G2-S HDMS (Waters, Milford, MA, USA; details described by Nguyen et al. [43]). All of the hormone concentrations were calculated over the amount of fresh leaf material used (ng·g^−1^ FW, *n* = nine per treatment). For undamaged leaf samples in which hormone (JA and JA-Ile) concentrations were below the detection limit, random data were generated for the purpose of statistical analysis. This was done conservatively by assuming the limit of quantification (LOQ) of the apparatus and adding to it a random noise generated by the R function “rnorm” (mean = LOQ/2, sd = LOQ/5).

### 4.6. Microarray Analysis

For microarrays, the remaining nine samples per treatment were pooled into three biological replicates such that the levels of damage variation were similar among the pools [43]. Samples from plants without herbivory were randomly assigned to pools. This resulted in 18 pools of leaf materials (*n* = three per treatment group). Total RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN, Venlo, The Netherlands). Genomic DNA in RNA samples was removed by DNase I treatment using the TURBO DNA-free Kit (Ambion, Life Technologies, Carlsbad, CA, USA). The 18 RNA samples were randomly allocated to three customized 8 × 60K Agilent microarrays (Oaklabs, Hennigsdorf, Germany) based on the *S. dulcamara* transcriptome [80,81]. The microarray targets 33,957 potential transcripts. This included 29,091 targets that represent 19,333 *S. dulcamara* contigs in a single direction, 4879 contigs in both directions, and 4866 targets that represent multiple contigs in either one or both directions. Microarray hybridisation, image analysis, background and spatial corrections, probe averaging for targets with multiple probes, and the quantile normalisation of intensity data were performed by Oaklabs. The microarray data are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus, accession number GSE122893.

### 4.7. Quantitative PCR (qPCR) Validation of Microarray Data

To validate microarray data, 18 leaf samples, each represents a pool, were used in qPCR analysis. Total RNA was extracted using an RNeasy Plant Mini Kit (Bio-Rad Laboratories B.V., Veenendaal, The Netherlands) and treated with DNase I (Thermo Fisher Scientific, Waltham, MA, USA). cDNA synthesis were performed using iScript cDNA Synthesis kit (Bio-Rad). Real-time qPCR were carried out in a CFX96 Real-Time System (Bio-Rad) using iQ SYBR Green Supermix (Bio-Rad) containing 200 nM of each primer and a two-step standard protocol (45 cycles of 15 s at 95 °C and 30 s at 60 °C) with melt curve analysis. Primer sequences are provided in Supplemental Table S7. Quantification of differential expression was performed in according to Rieu and Powers [82].

### 4.8. Gene Set Enrichment Analysis and Clustering of Transcriptomic Response

Gene ontology enrichment in biological processes (BPs) for microarray targets was performed using a previously described annotation [43] using GSEA v. 2.1.0 (Broad Institute, Cambridge, MA, USA) [83]. A cut-off at 0.1 for the false discovery rate (FDR) *q* value was used to determine significantly affected BPs. Cytoscape v. 2.8.3 [84] was used to visualise the enrichment maps. Related clusters and single BPs were grouped and labelled. Hierarchical clustering (Euclidean distance, average linkage) by GENE-E (Broad Institute, http://www.broadinstitute.org/cancer/software/GENE-E/index.html) was used to cluster transcriptomic responses based on normalized enrichment scores (NES) of the gene sets from the enrichment analyses. Only gene sets with at least one significant FDR *q* value from all of the GSEAs were included in the clustering.

### 4.9. On-Line Detection of ET Emission

Separate experiments were set up to measure ET emissions of *S. dulcamara* plants upon drought stress and insect herbivory using a laser-based ET detector in the stop-and-flow mode (ETD-300, Sensor Sense B.V., Nijmegen, The Netherlands) [43]. The youngest fully expanded leaf of each plant was inserted into a customised cuvette. Three cuvettes with leaves subjected to different treatments were measured in parallel. An empty cuvette was always included in each set of measurements to serve as an air reference. First, we assessed ET emissions induced by CPB or BAW on well-watered plants during a 24-h period. After measuring baseline ET emission rates (nL·h^−1^) without herbivory for 20 min at a three L h^−1^ air flow rate, a fourth-instar CPB (*n* = 6) or BAW larva (*n* = eight) was inserted in a cuvette, where they started to feed. Plants without herbivores in the cuvette were kept as controls (*n* = six) and measured in parallel. In a second experiment, we tested the effects the drought treatment on ET emission by undamaged and herbivore-infested plants. After the first two measurements without insect herbivory, one BAW larva was inserted into the cuvette of control (*n* = four) or drought-treated plants (*n* = six) to feed for 24 h. A similar design was used to examine the effect of drought on ET emission during CPB herbivory (*n* = six per watering treatment). These measurements during CPB herbivory were extended to cover a 48-h period. One extra plant under well-watered treatment without herbivory was included to represent the control ET emission rate of undamaged leaves.

### 4.10. Statistical Analyses

Microarray data analyses and statistical tests were done on log_2_-transformed intensity data in R environment (R Development Core Team 2013). Targets with intensity values lower than the intensity threshold determined by density plots (<2) were considered as background noise and discarded from the dataset. Multidimensional scaling (MDS) was performed on a “1-cor”-distance matrix of the dataset without the noise targets. We fitted two-way ANOVA models using the function *lm()* with watering and herbivory treatments as the two factors. ANOVA tables for these models were computed by *anova()*, followed by pairwise comparisons with post-hoc Tukey HSD tests using *TukeyHSD()* and calculation of the false discovery rate (FDR) corrected *p* values using the Benjamini–Hochberg procedure (Benjamini and Hochberg 1995). Cut-offs for targets with significant changes in expression were set at two for fold changes and 0.01 for FDR *p* values.

Data on insect performance, hormone concentrations, and total protein and serPI contents were tested by standard statistics using PASW Statistics v.21 (IBM, Armonk, NY, USA). Levene’s and Shapiro–Wilk tests were performed to check for homogeneity of variance and normality, respectively. Two-way ANOVAs were used for testing the effects and interaction of water availability and 48-h herbivory treatments on hormone concentrations, protein, and PI contents. Hormone data were log_10_-transformed before analysis. These tests were followed by one-way ANOVAs and independent sample Student’s *t*-tests to determine the significant effects of herbivory under each watering treatment, and the effects of watering treatments (with or without herbivory), respectively. All of the significant one-way ANOVAs were followed by Fisher’s least significant difference (LSD) tests. For ET emission rates, repeated measures analyses were used to test for herbivory effects. These analyses also included tests of the between-subjects effects of watering treatments and the interactions with herbivory treatments.

## Figures and Tables

**Figure 1:**
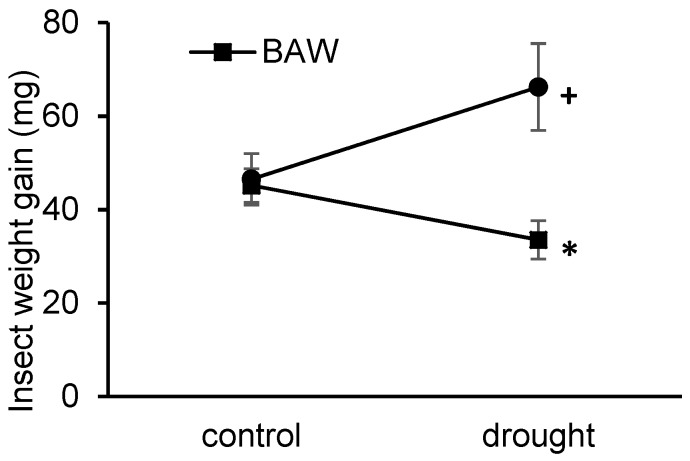
Effects of water availability on insect performance on *Solanum dulcamara* plants. *Spodoptera exigua* (beet armyworm, or BAW; squares) and *Leptinotarsa decemlineata* (Colorado potato beetle, or CPB; dots) larvae were fed for five days on well-watered (control) or drought-treated (drought) plants. + *p* < 0.10 and * *p* < 0.05 obtained from Student’s t tests for the effect of watering treatments on CPB and BAW weight gain, respectively. Error bars are standard errors, *n* = 12 per treatment combination.

**Figure 2:**
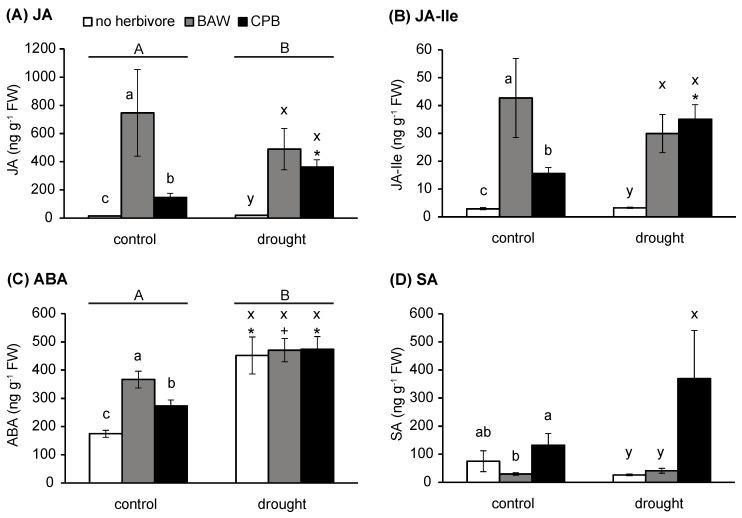
Effects of water availability and insect herbivory treatments on hormone concentrations in *Solanum dulcamara* leaves. (**A**) Jasmonic acid (JA), (**B**) JA-isoleucine (JA-Ile), (**C**) abscisic acid (ABA), and (**D**) salicylic acid (SA). Error bars are standard errors, *n* = nine per treatment combination. Bars indicate values of plants without herbivores (control, white bars), *Spodoptera exigua* (BAW, grey bars) and *Leptinotarsa decemlineata* (CPB, black bars). Different capital letters (A or B) indicate significant main effects (univariate, *p* < 0.05) of watering treatments. Different small letters (a, b, c in control watering regime; or x, y, z in drought treatment) indicate significant differences (least significant difference, or LSD *p* < 0.05) between herbivory treatments within each watering treatment + *p* < 0.10; * *p* < 0.05 obtained from Student’s *t*-tests comparing well-watering (control) and drought treatments for each herbivory treatment. FW: fresh weight.

**Figure 3:**
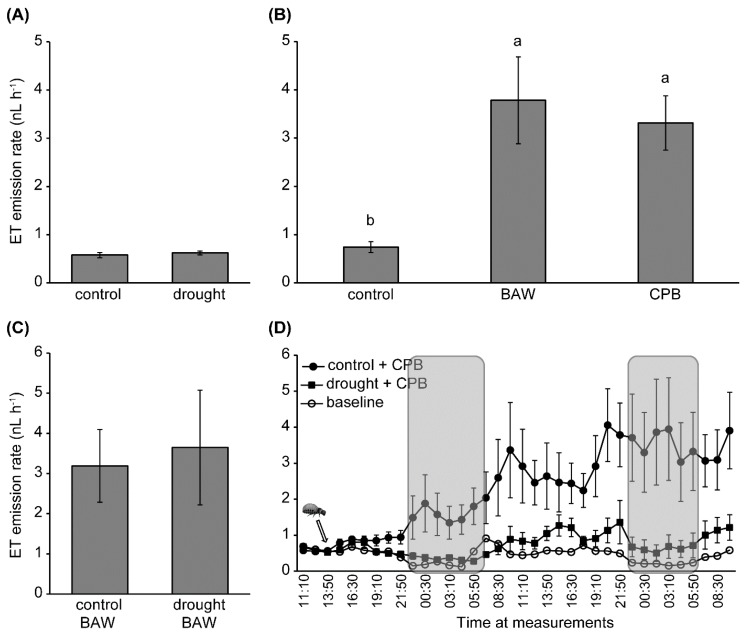
Effects of water availability and insect herbivory treatments on ethylene (ET) emission (nL h^−1^) from *S. dulcamara* leaves. (**A**) Plants were well-watered (control) or under drought treatment for five days before the ET measurements. Each replicate (*n* = seven per treatment) is the average of two consecutive measurements (20 minutes per measurement). (**B**) Leaves that were undamaged (control, *n* = six) or fed on by *Spodoptera exigua* (BAW, *n* = nine) and *Leptinotarsa decemlineata* (CPB, *n* = six) larvae for a 24-h period. Each replicate represents the average emission rate over the whole 24-h period. Error bars are standard errors. Different letters (a, b, c) indicate significant differences between herbivory treatments (LSD *p* < 0.05). (**C**) Plants were under five-day control (*n* = four) or drought (*n* = six) treatments before a 24-h herbivory treatment by BAW. Each replicate depicts the average emission rate over the whole period. (**D**) Plants were under five-day control (filled dots) or drought treatments (filled squares, *n* = six per treatment) before a 48-h herbivory treatment by CPB. The arrow indicates when herbivory treatment started by adding a larva to each cuvette. One extra plant under control treatment without herbivory was included as the baseline of the ET emission rate (empty dots). Shaded blocks indicate dark periods.

**Figure 4:**
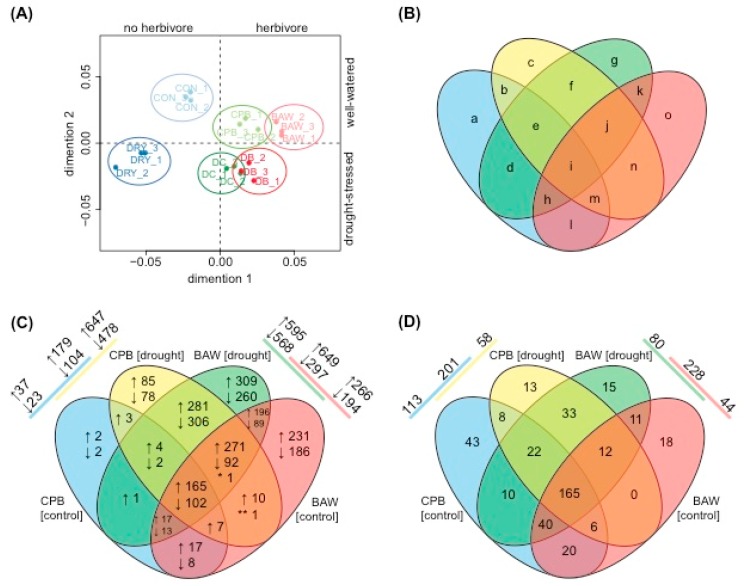
Transcriptomic regulation of *Solanum dulcamara* under combinations of watering and insect herbivory treatments. (**A**) Multidimensional scaling analysis of microarray data of plants under well-watering conditions without (CON) or with herbivory by *Spodoptera exigua* (BAW) or *Leptinotarsa decemlineata* (CPB), or of plants subjected to a moderate drought treatment without (DRY) or with herbivory by BAW (DB) or CPB (DC). Replicates of the same treatments are similarly colour-coded and circled. (**B**) Simplified scheme to clarify parts of Venn diagrams in (**C**,**D**). (**C**) Numbers of upregulated (↑) or downregulated (↓) genes of plants subjected to herbivory by *S. exigua* or *L. decemlineata* compared to undamaged plants under well-watering conditions (BAW [control] and CPB [control], respectively) or drought treatment (BAW [drought] and CPB [drought], respectively). * ↑ in BAW, ↓ in BAW [drought], and CPB [drought]; ** ↑ in BAW, ↓ in CPB [drought]. (**D**) Numbers of induced biological processes (BPs; both upregulated and downregulated) of plants under the same treatments. In the top left and right corners of Venn diagrams in (**C**,**D**) are the total numbers of specific or shared genes or BPs, respectively, induced by each insect on well-watered or drought-treated plants.

**Figure 5:**
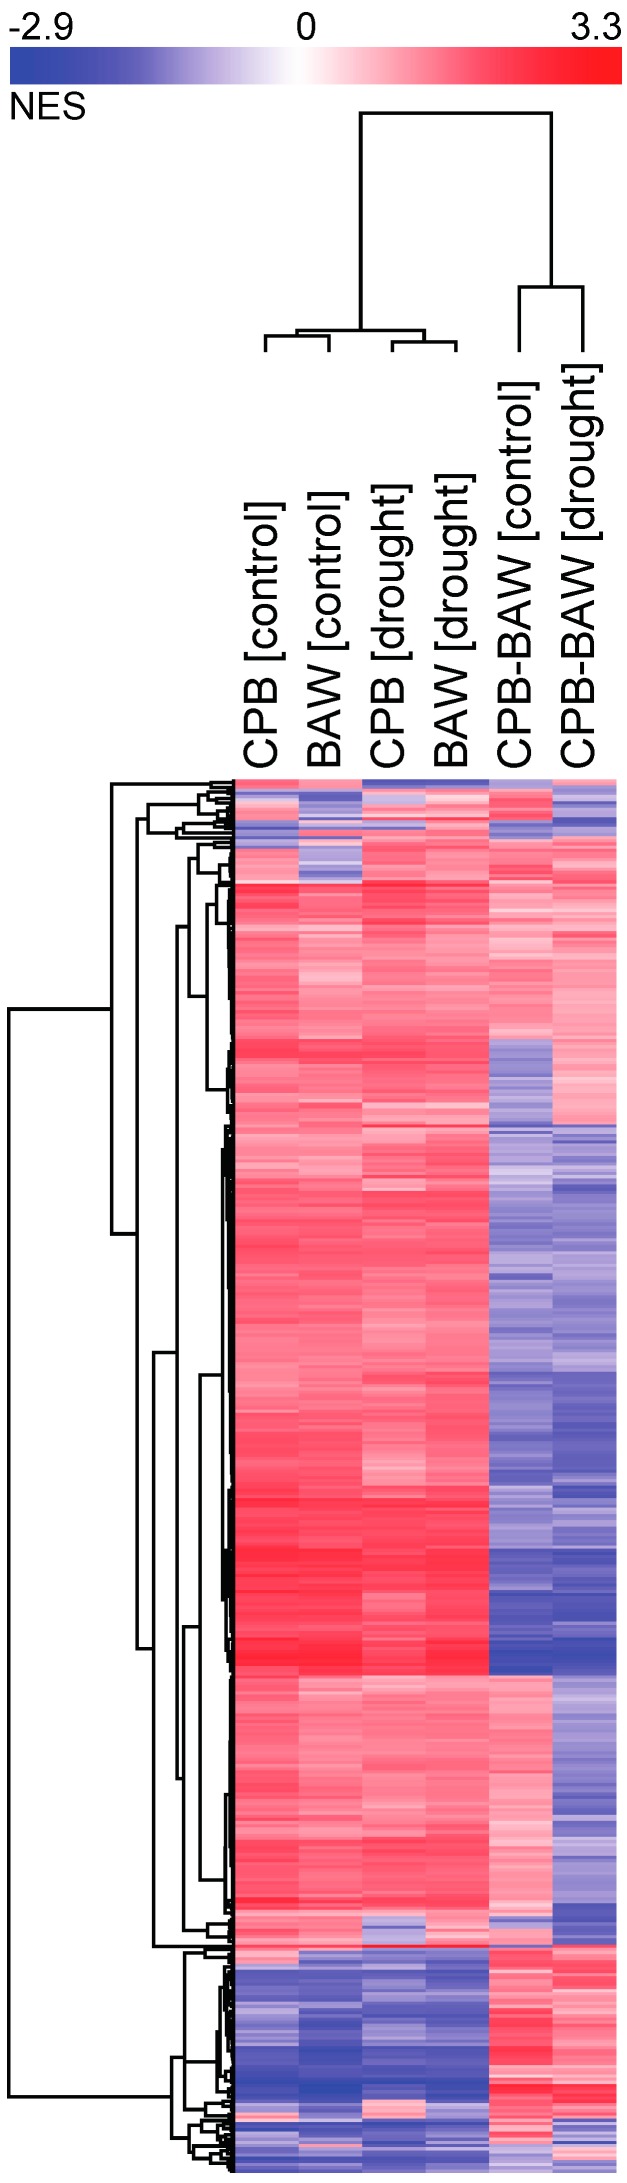
Hierarchical clustering of the normalized enrichment scores (NES) of biological processes (BPs) responding to insect herbivory in *Solanum dulcamara* plants. Each column is a pairwise comparison between two conditions to show the effects of herbivory by *Spodoptera exigua* or *Leptinotarsa decemlineata* under well-watering conditions (BAW (control) and CPB (control), respectively) or drought treatment (BAW (drought) and CPB (drought), respectively), or to show differences between herbivory treatments by the two insects on well-watered (CPB-BAW (control)) or drought-stressed plants (CPB-BAW (drought)). Colours indicate directions of enrichment: red for upregulation (positive NES) and blue for downregulation (negative NES).

**Figure 6:**
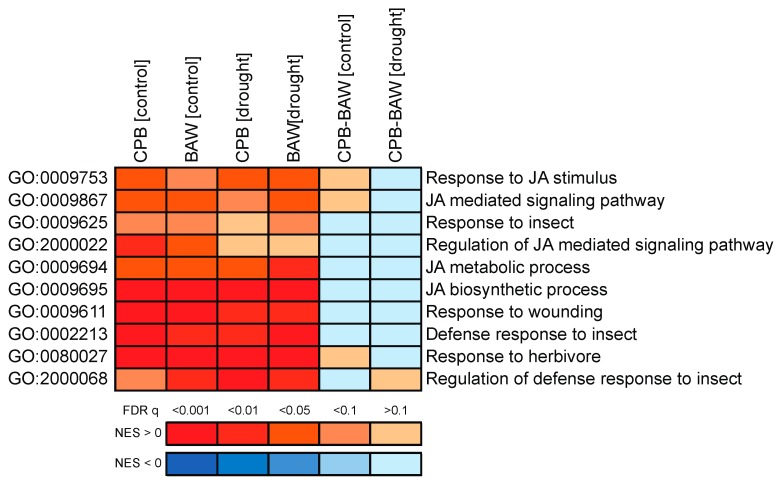
Induction of jasmonic acid (JA)/herbivore-related biological processes (BPs) by insect herbivory in *Solanum dulcamara* plants. Each column is a pairwise comparison between two conditions to show effects of herbivory by *Spodoptera exigua* or *Leptinotarsa decemlineata* under well-watering conditions (BAW (control) and CPB (control), respectively) or drought treatment (BAW (drought) and CPB (drought), respectively), or to show differences between herbivory treatments by the two insects on well-watered (CPB-BAW (control)) or drought-stressed plants (CPB-BAW (drought)). Colours indicate directions of BP enrichment based on normalized enrichment scores (NES) generated by gene set enrichment analyses: red for upregulation (positive NES) and blue for downregulation (negative NES), higher absolute values of NES indicate more significant differences. Colour scales indicate levels of significance based on the associated FDR *q* values. Cut-off for significance is set at *q* = 0.1. GO: gene ontology.

**Figure 7:**
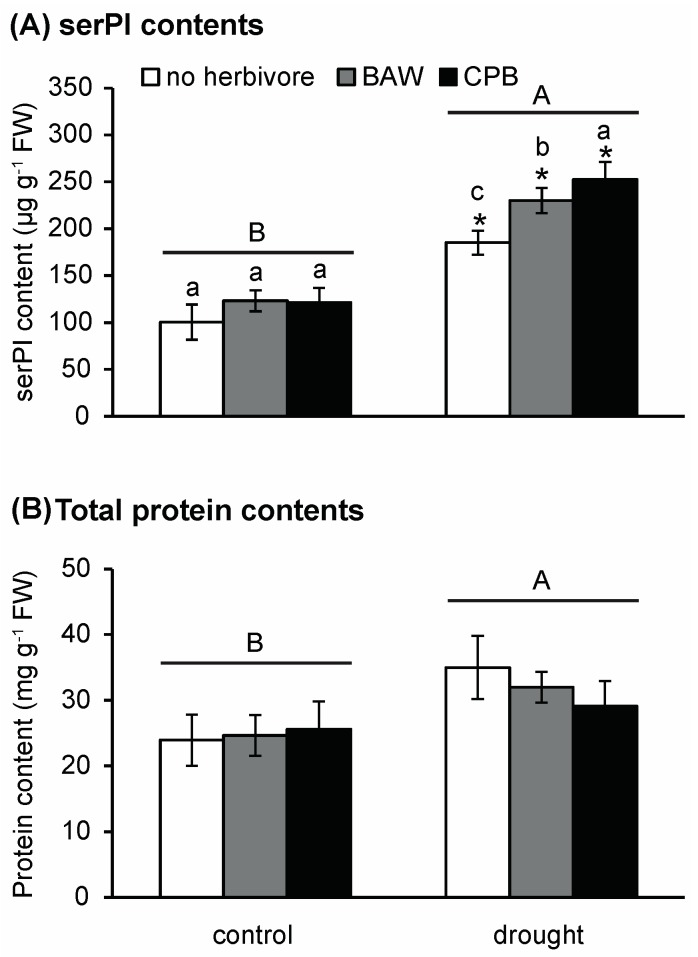
Effects of water availability and insect herbivory treatments on serine-type protease inhibitor (**A**) and leaf total protein (**B**) concentrations of *Solanum dulcamara* leaves. Plants were well-watered (control) or under drought treatment (drought) without herbivory (no herbivore, empty bars) or fed by *Spodoptera exigua* (BAW, grey bars) or *Leptinotarsa decemlineata* (CPB, black bars). Different capital letters (A or B) indicate the significant main effects of watering treatments (*p* < 0.05). Different small letters (a, b, c) within each watering treatment indicate significant differences between herbivory treatments. * *p* < 0.05 obtained from Student’s *t*-tests between well-watering and drought treatments for each insect herbivory group. Error bars are standard errors, *n* = nine per treatment combination. serPI, serine-type protease inhibitor.

**Figure 8:**
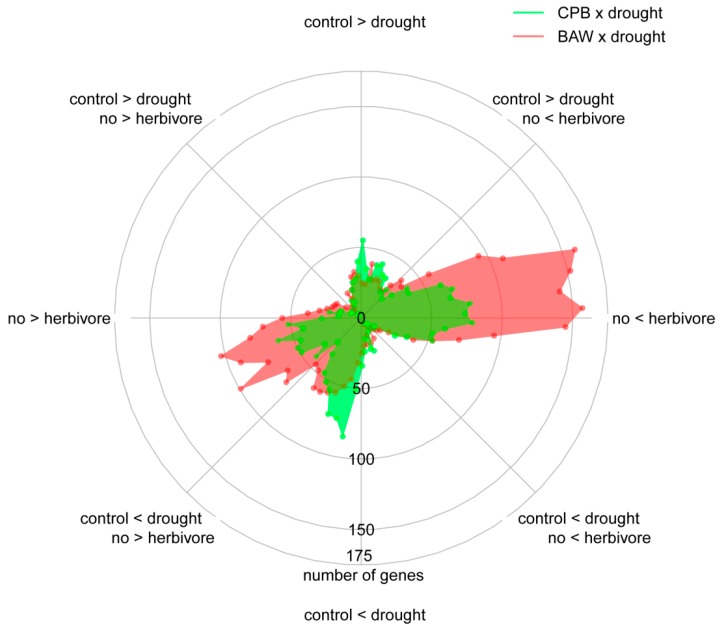
Effects of water availability and insect herbivory treatments on gradient directions of *Solanum dulcamara* transcriptional regulation. Data were generated from a 2 × 2 factorial design of watering treatments (well-watering (control) or drought] and herbivory (with or without) by *Spodoptera exigua* (BAW × drought; red) or *Leptinotarsa decemlineata* (CPB × drought; green), respectively. Each dot indicates the number of genes in one of the 72 categories of the circular histogram (based on gradient direction). Only genes with at least one significant expression change were included in the analysis.

**Figure 9:**
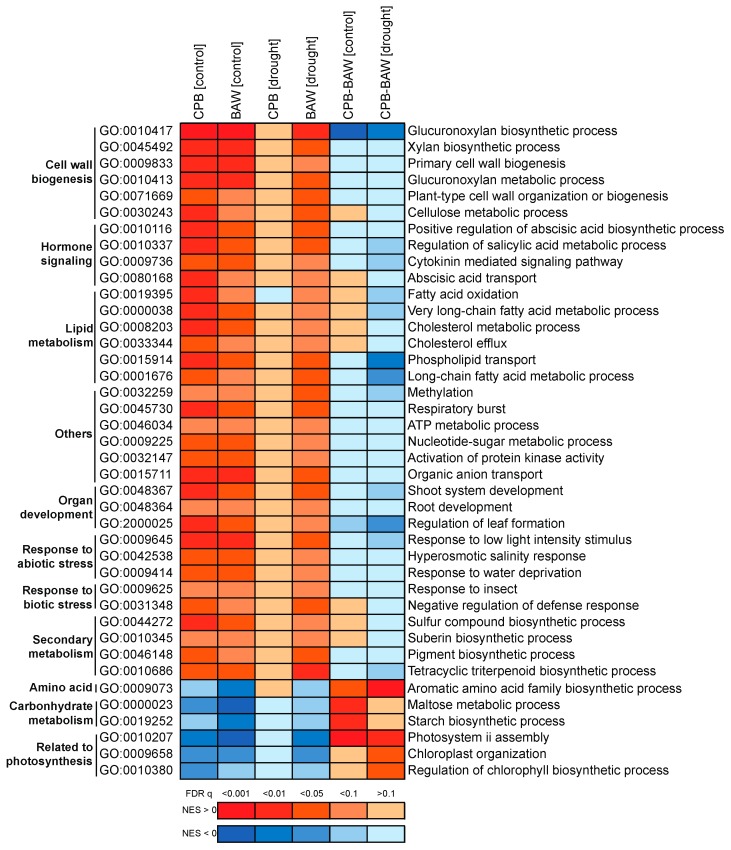
Herbivore-induced biological processes in *Solanum dulcamara* that were no longer significantly induced by *Leptinotarsa decemlineata* (CPB) feeding on drought-stressed plants. Each column is a pairwise comparison between two conditions to show the effects of herbivory by *Spodoptera exigua* or *L. decemlineata* under well-watering conditions (BAW (control) and CPB (control), respectively) or drought treatment (BAW (drought) and CPB (drought), respectively) or to show differences between herbivory treatments by the two insects on well-watered (CPB-BAW (control)) or drought-stressed plants (CPB-BAW (drought)). Colours indicate directions of the BP enrichment based on normalized enrichment scores (NES) generated by gene set enrichment analyses: red for upregulation (positive NES) and blue for downregulation (negative NES); higher absolute values of NES indicate more significant differences. Colour scales indicate levels of significance based on the associated false discovery rate (FDR) q values. Cut-off for significance is set at *q* = 0.1. GO: gene ontology number. GOs of the same class were grouped.

**Table 1:** Classes of biological processes in *Solanum dulcamara* that significantly responded to herbivory by both *Spodoptera exigua* and *Leptinotarsa decemlineata*, regardless of watering regimes.

Group of Biological Processes	Upregulated	Downregulated	Total
Amino acid metabolism	16	0	16
Carbohydrate metabolism	14	0	14
Cell wall remodelling	19	0	19
Developmental processes	4	0	4
Hormonal homeostasis and signalling	14	0	14
Ion homeostasis	7	0	7
Lipid metabolism	11	0	11
Photosynthesis-related processes	1	7	8
Redox homeostasis	8	3	11
Responses to abiotic stresses	6	4	10
Responses to biotic stresses	15	0	15
Secondary metabolism	20	0	20
Other molecular physiological processes	10	6	16
Total	145	20	165

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/12/3845/s1.

# Supplementary material for: Interactive Responses of Solanum Dulcamara to Drought and Insect Feeding are Herbivore Species-Specific
**Source:** Int J Mol Sci. 2018 Dec 3;19(12):3845. doi: 10.3390/ijms19123845
**Supplement:** Supplementary file 1

Supplementary data

Interactive responses of *Solanum dulcamara* to drought and insect feeding are herbivore species specific

Nguyen et al

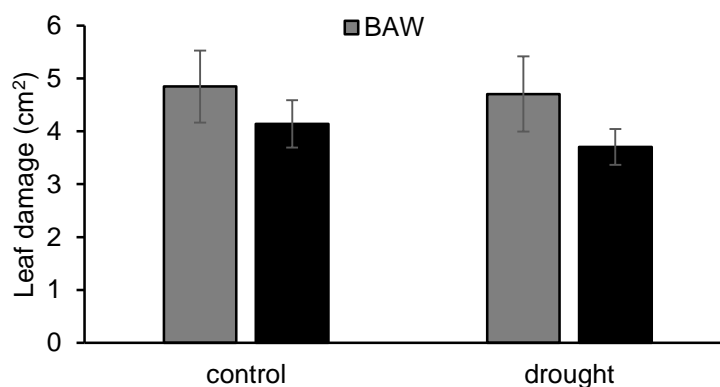

Figure S1. Levels of herbivory damage of leaf samples used for microarray analysis, measurements of hormone concentrations and protease inhibitor contents. *Spodoptera exigua* (BAW, grey bars) and *Leptinotarsa decemlineata* (CPB, black bars) larvae were fed for 48 h on *Solanum dulcamara* plants under well-watering (control) or drought treatments. Error bars are SEM; N = 9 per treatment combination.

Table S1. Univariate test for effects of watering treatments (well-watered and drought) and herbivory treatments (no herbivory or 48-h herbivory by *Spodoptera exigua* or *Leptinotarsa decemlineata*) on concentrations of jasmonic acid (JA), JA-isoleucine (JA-Ile), abscisic acid (ABA) and salicylic acid (SA) in *Solanum dulcamara*. Degree of freedom (df) and *F* values were presented. * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$. Bold numbers indicate significance.

Source	df	JA		JA-Ile		ABA		SA	
		<i>F</i>		<i>F</i>		<i>F</i>		<i>F</i>	
Water	1	**4.1**	*	2.2		**58.0**	***	0	
Herbivory	2	**101.5**	***	**96.0**	***	**10.6**	***	**12.4**	***
Water * Herbivory	2	**3.5**	*	**4.6**	*	**6.7**	**	1.5	

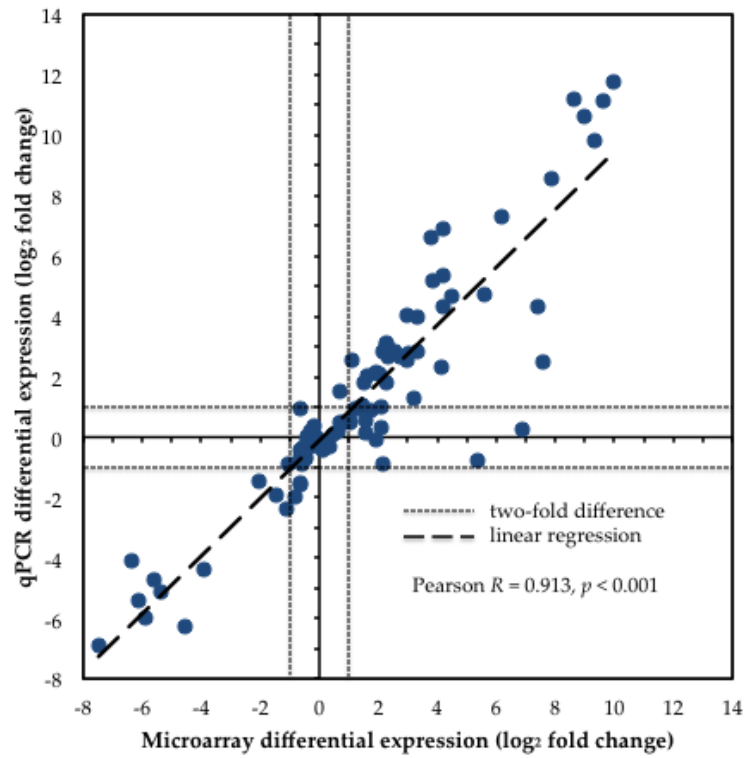

Figure S2. Quantitative PCR validation of microarray analysis of differential gene expression. Correlation plot between log₂ values of expression fold changes of 16 target and four reference genes. Each dot is a comparison between a treatment combination (water availability x herbivory treatments) to the control (well-watering conditions without herbivory).

Table S2. Overrepresentation of gene ontology (GO) terms among genes that were always induced by insect herbivory on *Solanum dulcamara* regardless of watering treatments (part i in Figure 4C). Fisher's exact tests were used with FDR q value cut-off at 0.05. GO categories (Cat.): Molecular Function (F), Biological Process (P), Cellular Component (C).

GO-ID	Term description	Cat.	q value	#Gene
<i>15 top GO terms enriched in upregulated genes</i>				
GO:0004866	endopeptidase inhibitor activity	F	1.23E-08	10
GO:0009505	plant-type cell wall	C	1.81E-05	24
GO:0009611	response to wounding	P	8.29E-05	32
GO:0048046	apoplast	C	1.11E-04	24
GO:0009695	jasmonic acid biosynthetic process	P	1.49E-04	15
GO:0009605	response to external stimulus	P	3.27E-04	73
GO:0019373	epoxygenase P450 pathway	P	4.11E-04	3
GO:0047987	hydroperoxide dehydratase activity	F	4.11E-04	3
GO:0009269	response to desiccation	P	9.42E-04	9
GO:0009753	response to jasmonic acid	P	1.47E-03	28
GO:0009698	phenylpropanoid metabolic process	P	2.70E-03	18
GO:0009978	allene oxide synthase activity	F	2.71E-03	3
GO:0044550	secondary metabolite biosynthetic process	P	7.18E-03	22
GO:0000326	protein storage vacuole	C	7.20E-03	5
GO:0042807	central vacuole	C	8.95E-03	4
<i>15 top GO terms enriched in downregulated genes</i>				
GO:0009644	response to high light intensity	P	8.46E-31	35
GO:0042542	response to hydrogen peroxide	P	5.47E-30	34
GO:0010286	heat acclimation	P	1.69E-16	20
GO:0051082	unfolded protein binding	F	7.61E-16	17
GO:0034976	response to endoplasmic reticulum stress	P	4.52E-14	27
GO:0042026	protein refolding	P	9.17E-08	7
GO:0001671	ATPase activator activity	F	1.34E-07	5
GO:0032781	positive regulation of ATPase activity	P	1.34E-07	5
GO:0006986	response to unfolded protein	P	4.81E-07	16
GO:0031072	heat shock protein binding	F	5.32E-07	10
GO:0051087	chaperone binding	F	1.06E-06	7
GO:0045109	intermediate filament organization	P	3.39E-06	4
GO:0005730	nucleolus	C	2.36E-05	24
GO:0005783	endoplasmic reticulum	C	4.49E-05	21
GO:0005782	peroxisomal matrix	C	1.09E-04	5

Table S3. Univariate test for effects of watering treatments (well-watered and drought) and herbivory treatments (no herbivory or 48-h herbivory by *Spodoptera exigua* or *Leptinotarsa decemlineata*) on serine-type protease inhibitor (serPI) and leaf total protein contents in *Solanum dulcamara*. Degrees of freedom (df) and *F* values are presented. * $p < 0.05$; *** $p < 0.001$. Bold numbers indicate significance.

Source	df	serPI		Total protein	
		<i>F</i>		<i>F</i>	
Water	1	**73.315**	***	**5.605**	*
Herbivory	2	**4.517**	*	0.158	
Water * Herbivory	2	1.137		0.499	

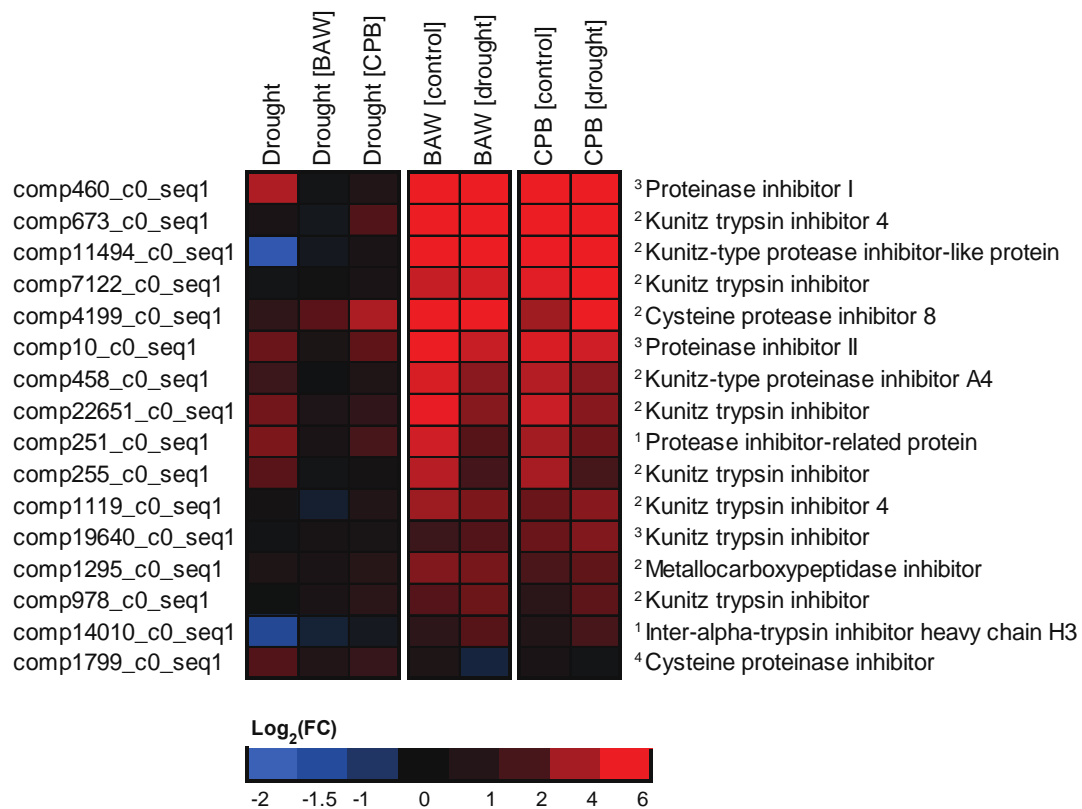

Figure S3. Effects of watering and insect herbivory treatments on the expression of protease inhibitor (PI) genes in *Solanum dulcamara*. Each column is a pairwise comparison between two conditions to show effects of drought treatment on plants that were undamaged (Drought) or fed by *Spodoptera exigua* (Drought [BAW]) or *Leptinotarsa decemlineata* (Drought [CPB]) and effects of herbivory on well-watered (BAW [control] and CPB [control]) or drought-stressed plants (BAW [drought] and CPB [drought]). ¹ GO:0030414, peptidase inhibitor activity; ² GO:0004866, endopeptidase inhibitor activity ³ GO:0004867, serine-type endopeptidase inhibitor activity ⁴ GO:000486, cysteine-type endopeptidase inhibitor activity.

(A)

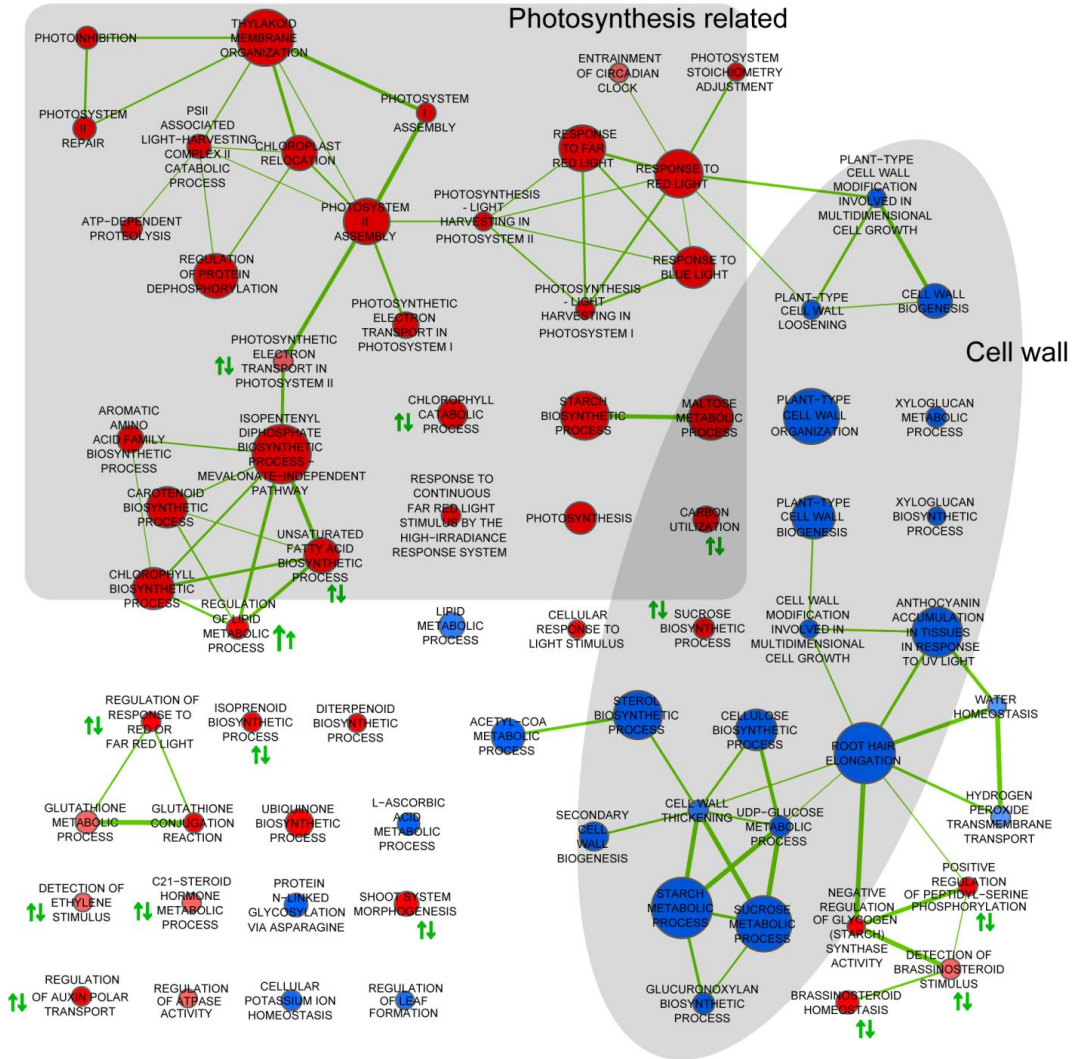

(Figure S4. Continued)

(B)

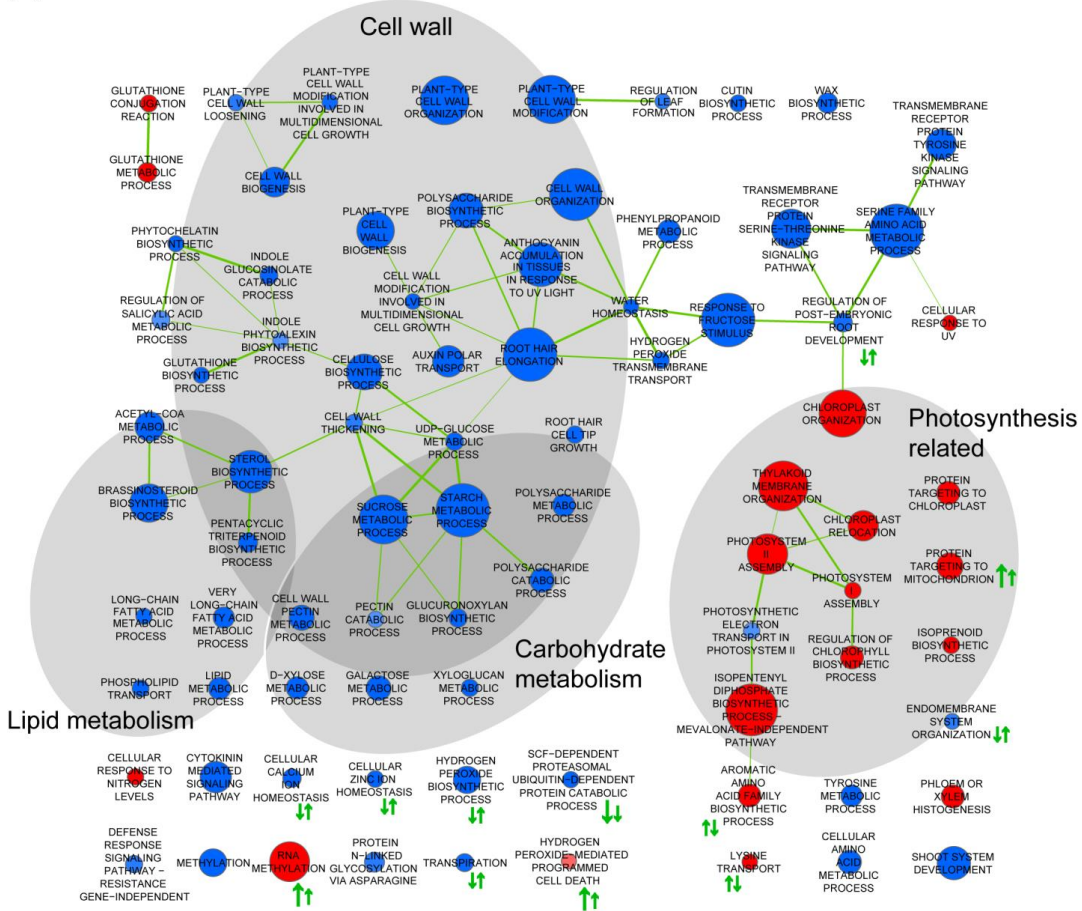

Figure S4. Differences in the transcriptional regulation *Solanum dulcamara* plants subjected to herbivory by *Spodoptera exigua* (BAW) or *Leptinotarsa decemlineata* (CPB). Network of biological processes (BPs), indicated by nodes, in well-watered (**A**) or drought-stressed (**B**) plants. Only BPs with a nominal p value ≤ 0.001 , FDR q value ≤ 0.05 , and an overlap coefficient ≤ 0.5 generated from the gene set enrichment analyses were included in the networks. Red or blue nodes are BPs that were downregulated or upregulated, respectively, stronger by BAW than by CPB compared to undamaged plants. Exceptions to this colour coding are nodes with adjacent green arrows indicating inducing directions by CPB (left arrow) and BAW (right arrow) herbivory. Node and edge sizes correspond to numbers of genes of a BP and number of genes that overlap between two connected BPs, respectively. Related clusters and individual BPs are grouped and assigned with labels.

Table S4A. Overrepresentation of gene ontology (GO) terms among the genes that were specifically induced by *Spodoptera exigua* (BAW) herbivory on *Solanum dulcamara* plants under well-watering or drought treatments (parts o + k + g in Figure 4C). Fisher's exact tests were used with FDR q value cut-off at 0.05. GO categories (Cat.): Molecular Function (F), Biological Process (P) and Cellular Component (C).

GO-ID	Term description	Cat.	q value	# Gene
**<i>GO terms enriched in BAW-upregulated genes specific to control conditions</i>**				
GO:0009607	response to biotic stimulus	P	3.46E-03	71
GO:0030397	membrane disassembly	P	3.46E-03	4
GO:0009414	response to water deprivation	P	3.46E-03	35
GO:0051707	response to other organism	P	3.46E-03	69
GO:0005976	polysaccharide metabolic process	P	3.46E-03	44
GO:0005985	sucrose metabolic process	P	5.49E-03	17
GO:0009505	plant-type cell wall	C	1.66E-02	21
GO:0048509	regulation of meristem development	P	2.16E-02	22
GO:0016165	linoleate 13S-lipoxygenase activity	F	2.16E-02	4
GO:0005576	extracellular region	C	2.79E-02	29
GO:0009695	jasmonic acid biosynthetic process	P	2.97E-02	13
GO:0071669	plant-type cell wall organization or biogenesis	P	2.97E-02	30
GO:0071555	cell wall organization	P	4.81E-02	33
**<i>15 top GO terms enriched in BAW-upregulated genes overlapping between control and drought treatments</i>**				
GO:0045229	external encapsulating structure organization	P	2.06E-06	45
GO:0009505	plant-type cell wall	C	2.06E-06	27
GO:0042546	cell wall biogenesis	P	1.69E-05	29
GO:0010054	trichoblast differentiation	P	3.83E-05	30
GO:0051753	mannan synthase activity	F	4.74E-05	5
GO:0009506	plasmodesma	C	4.90E-05	55
GO:0005886	plasma membrane	C	1.81E-04	80
GO:0030244	cellulose biosynthetic process	P	2.19E-04	13
GO:0016760	cellulose synthase (UDP-forming) activity	F	3.54E-04	6
GO:0005985	sucrose metabolic process	P	4.27E-04	17
GO:0006011	UDP-glucose metabolic process	P	8.64E-04	6
GO:0048046	apoplast	C	8.66E-04	23
GO:0005802	trans-Golgi network	C	1.03E-03	13
GO:0052546	cell wall pectin metabolic process	P	1.73E-03	10
GO:0042545	cell wall modification	P	1.97E-03	22
**<i>GO terms enriched in BAW-upregulated genes specific to drought treatment</i>**				
GO:0005783	endoplasmic reticulum	C	2.94E-02	44
**<i>GO terms enriched in BAW-downregulated genes specific to control conditions</i>**				
GO:0016556	mRNA modification	P	1.59E-03	13
GO:0042793	transcription from plastid promoter	P	1.51E-02	8
GO:0009507	chloroplast	C	4.73E-02	61
GO:0009902	chloroplast relocation	P	4.73E-02	10
GO:0019288	isopentenyl diphosphate biosynthetic process, non-MVA pathway	P	4.73E-02	13
GO:0006098	pentose-phosphate shunt	P	4.73E-02	12
GO:1903792	negative regulation of anion transport	P	4.73E-02	4

GO:0010362	negative regulation of anion channel activity by blue light	P	4.73E-02	4
<i>GO terms enriched in BAW-downregulated genes overlapping between control and drought treatments</i>				
GO:0016556	mRNA modification	P	2.03E-03	9
GO:0044434	chloroplast part	C	5.97E-03	26
GO:0019684	photosynthesis, light reaction	P	6.37E-03	12
GO:0000959	mitochondrial RNA metabolic process	P	4.20E-02	5
GO:0031425	chloroplast RNA processing	P	4.20E-02	5
GO:0009311	oligosaccharide metabolic process	P	4.86E-02	12
<i>GO terms enriched in BAW-downregulated genes specific to drought treatment</i>				

Table S4B. Overrepresentation of gene ontology (GO) terms among the genes that were specifically induced by *Leptinotarsa decemlineata* (CPB) herbivory on *Solanum dulcamara* plants under well-watering (control) or drought treatments (parts a + b + c in Figure 4C). Fisher's exact tests were used with FDR q value cut-off at 0.05. GO categories (Cat.): Molecular Function (F), Biological Process (P) and Cellular Component (C).

GO-ID	Term description	Cat.	q value	# Gene
<i>GO terms enriched in CPB-upregulated genes specific to control conditions</i>				
<i>GO terms enriched in CPB-upregulated genes overlapping between control and drought treatments</i>				
<i>GO terms enriched in CPB-upregulated genes specific to drought treatment</i>				
GO:0006614	SRP-dependent cotranslational protein targeting to membrane	P	5.43E-28	25
GO:0006415	translational termination	P	9.99E-28	25
GO:0019083	viral transcription	P	1.07E-27	25
GO:0006414	translational elongation	P	5.17E-27	25
GO:0000184	nuclear-transcribed mRNA catabolic process, nonsense-mediated decay	P	2.23E-26	25
GO:0044391	ribosomal subunit	C	3.67E-25	27
GO:0003735	structural constituent of ribosome	F	3.33E-24	27
GO:0006413	translational initiation	P	4.03E-23	25
GO:0022625	cytosolic large ribosomal subunit	C	1.31E-22	21
GO:0001510	RNA methylation	P	8.32E-19	22
GO:0003723	RNA binding	F	2.79E-05	20
GO:0022627	cytosolic small ribosomal subunit	C	3.82E-04	6
GO:0005730	nucleolus	C	5.17E-04	22
GO:0005794	Golgi apparatus	C	9.12E-04	25
GO:0015808	L-alanine transport	P	2.49E-03	2
GO:0015180	L-alanine transmembrane transporter activity	F	2.49E-03	2
GO:0015812	gamma-aminobutyric acid transport	P	7.04E-03	2
GO:0015185	gamma-aminobutyric acid transmembrane transporter activity	F	7.04E-03	2
GO:0000028	ribosomal small subunit assembly	P	8.72E-03	3
GO:0016020	membrane	C	3.19E-02	51
<i>GO terms enriched in CPB-downregulated genes specific to control conditions</i>				
<i>GO terms enriched in CPB-downregulated genes overlapping between control and drought treatments</i>				
<i>GO terms enriched in CPB-downregulated genes specific to drought treatment</i>				
GO:0010378	temperature compensation of circadian clock	P	1.01E-03	3
GO:0048578	positive regulation of long-day photoperiodism, flowering	P	1.05E-02	3

Table S5. The top 10 genes specifically induced by *Spodoptera exigua* (BAW) or *Leptinotarsa decemlineata* (CPB) in drought-stressed *Solanum dulcamara* plants.

Gene number	Description
**10 genes most upregulated by BAW specifically under drought; in part g, Figure 4C**	
comp4199_c0_seq1	Cysteine protease inhibitor 8
comp13011_c0_seq2	Sesquiterpene synthase 1
comp29348_c0_seq1	Lipid transfer protein
comp26311_c0_seq1	ABC transporter G family member 14
comp26586_c0_seq1	Limonene synthase
comp25136_c0_seq1	Legumin 11S-globulin
comp5470_c0_seq1	Peroxidase
comp11400_c0_seq1	Multidrug resistance protein mdtK
comp13940_c0_seq1	Pectate lyase
comp11103_c0_seq1	DNA polymerase
**10 genes most downregulated by BAW specifically under drought; in part g, Figure 4C**	
comp17359_c0_seq1	Protein with unknown function
comp904_c0_seq1	Microtubule-associated protein futsch
comp20050_c0_seq1	Phloem protein
comp22520_c0_seq1	SKP1-like protein
comp12519_c0_seq1	Homeobox-leucine zipper protein
comp13007_c0_seq1	Heat shock protein 1
comp20351_c0_seq1	Cotton fiber expressed protein 1
comp5436_c1_seq1	Early nodulin 75 protein
comp23666_c0_seq1	Acetyl esterase
comp16023_c0_seq1	Protein with unknown function
**10 genes most upregulated by CPB specifically under drought; in part c, Figure 4C**	
comp15794_c0_seq1	Protein with unknown function
comp572_c0_seq1	Osmotin-like protein
comp15807_c0_seq1	Patatin-like protein 3
comp20396_c0_seq1	Alternative oxidase
comp2990_c0_seq1	Universal stress protein
comp10454_c0_seq1	Tropinone reductase I
comp4593_c0_seq1	N-acetyltransferase
comp469_c0_seq1	Blue copper protein
comp19640_c0_seq1	Kunitz trypsin inhibitor
comp4880_c0_seq1	Protein with unknown function
**10 genes most downregulated by CPB specifically under drought; in part c, Figure 4C**	
comp21048_c0_seq1	Protein with unknown function
comp24351_c0_seq1	Protein with unknown function
comp23146_c0_seq1	Carotenoid cleavage dioxygenase
comp2675_c0_seq2	Squamosa promoter binding-like protein
comp19061_c0_seq1	BZIP transcription factor family protein
comp1493_c0_seq1	Pathogenesis-related protein PR-1
comp25443_c0_seq1	Protein with unknown function
comp21508_c0_seq1	Protein with unknown function
comp28418_c0_seq1	Non-LTR retroelement reverse transcriptase
comp959_c0_seq1	Polygalacturonase

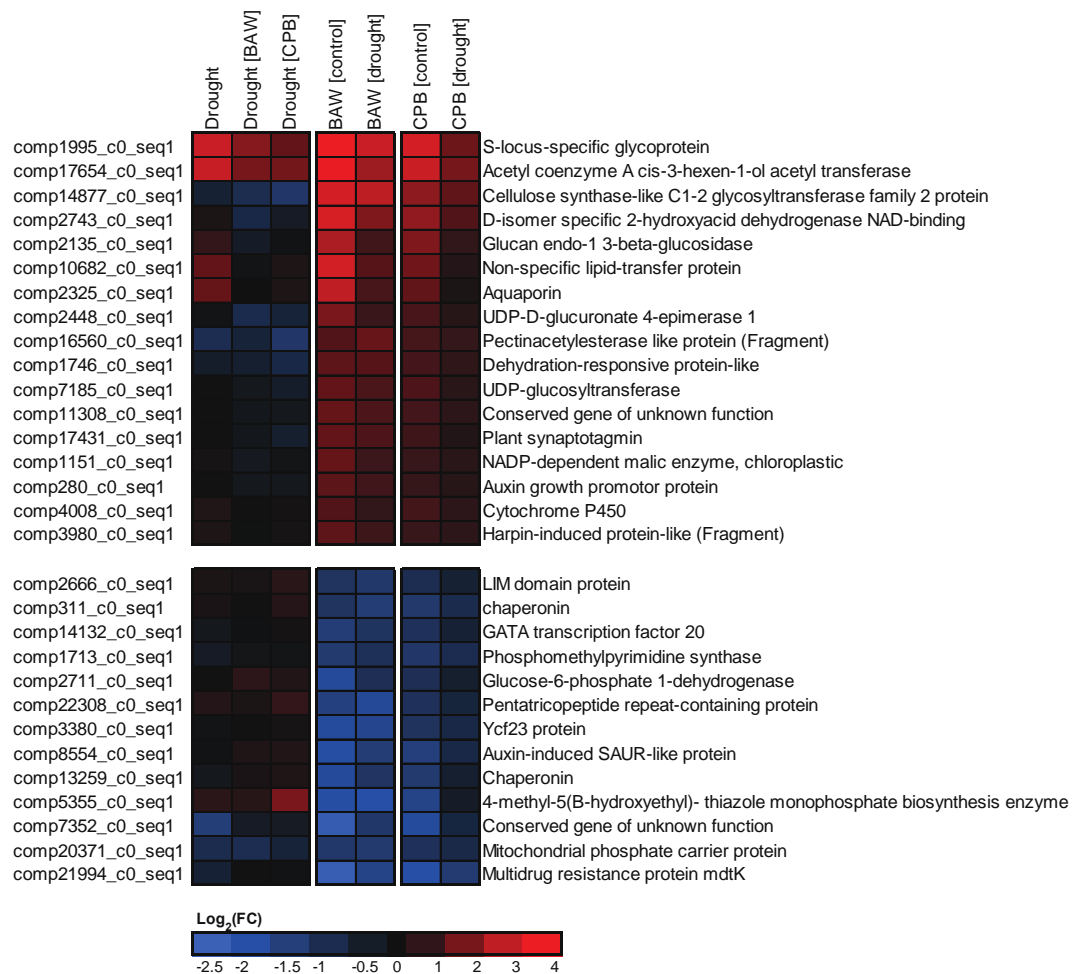

Figure S5. Herbivore-induced genes in *Solanum dulcamara* that were no longer significantly induced by *Leptinotarsa decemlineata* (CPB) feeding on drought-stressed plants. Each column is a pairwise comparison between two conditions to show effects of drought on plants that were undamaged (drought) or fed by *Spodoptera exigua* (drought [BAW]) or *L. decemlineata* (drought [CPB]) and effects of herbivory on well-watered (BAW [control] and CPB [control]) or drought-stressed plants (BAW [drought] and CPB [drought]).

Table S6. Overrepresentation of gene ontology (GO) terms among the genes that were consistently induced by drought and specifically in a 2x2 treatment combinations with *Leptinotarsa decemlineata* herbivory on *Solanum dulcamara* plants. Fisher's exact tests were used with FDR q value cut-off at 0.05. GO categories (Cat.): Molecular Function (F), Biological Process (P) and Cellular Component (C).

GO-ID	Term description	Cat.	q value	# Gene
<i>GO terms enriched in upregulated genes</i>				
GO:0009570	chloroplast stroma	C	7.38E-07	24
GO:0019288	isopentenyl diphosphate biosynthetic process, methylerythritol 4-phosphate pathway	P	9.06E-04	11
GO:0009941	chloroplast envelope	C	1.10E-03	20
GO:0009535	chloroplast thylakoid membrane	C	1.43E-03	13
GO:0009657	plastid organization	P	1.20E-02	15
GO:0009767	photosynthetic electron transport chain	P	2.80E-02	6
GO:0015995	chlorophyll biosynthetic process	P	3.44E-02	8
GO:0043229	intracellular organelle	C	3.64E-02	65
GO:0009234	menaquinone biosynthetic process	P	3.64E-02	2
GO:0042254	ribosome biogenesis	P	4.35E-02	12
GO:0044422	organelle part	C	4.53E-02	47
<i>GO terms enriched in downregulated genes</i>				
GO:1901701	cellular response to oxygen-containing compounds	P	7.79E-05	22
GO:0071229	cellular response to acid chemical	P	1.13E-04	19
GO:0080181	lateral root branching	P	1.56E-04	3
GO:0015398	high-affinity secondary active ammonium transmembrane transporter activity	F	2.59E-04	3
GO:0010311	lateral root formation	P	2.93E-03	5
GO:0009751	response to salicylic acid	P	2.93E-03	13
GO:0072488	ammonium transmembrane transport	P	3.73E-03	3
GO:0015843	methylammonium transport	P	4.71E-03	3
GO:0098542	defence response to other organism	P	9.22E-03	18
GO:0001666	response to hypoxia	P	2.61E-02	6
GO:0031347	regulation of defence response	P	3.20E-02	13
GO:0009954	proximal/distal pattern formation	P	3.28E-02	3
GO:0033554	cellular response to stress	P	3.46E-02	20
GO:0009737	response to abscisic acid	P	3.54E-02	14
GO:0009753	response to jasmonic acid	P	4.03E-02	11
GO:0043647	inositol phosphate metabolic process	P	4.06E-02	4
GO:0009755	hormone-mediated signalling pathway	P	4.07E-02	15
GO:0009627	systemic acquired resistance	P	4.14E-02	10
GO:0009605	response to external stimulus	P	4.15E-02	24
GO:0080183	response to photooxidative stress	P	4.93E-02	2

Table S7. Primer sequences used for quantitative validation of microarray analysis.

Gene name	Primer name	Sequence (5'-3')
**Target genes**		
comp14877_c0_seq1	comp14877F	CTGGCGCGTACCTCTTCTTCTG
	comp14877R	TTGGGCATGAAAGTTCCAACGT
comp10_c0_seq1	PIN_20346F	AGCGCTGATGGAACTTTCATTT
	PIN_20346R	CATCAATGGAATCATCATTGTGC
comp15183_c0_seq1	comp15183F	GACGAACACGGTAAACGAGGAG
	comp15183R	GGGCAATACTTCATCCAACGAG
comp17670_c0_seq1	comp17670F	TCAGTGGTGGGATTTCTGGTCT
	comp17670R	TACAAGAGACGTCGGCATCTGA
comp2069_c0_seq1	comp2069F	GCACCAGAGCCATTAGCAATCT
	comp2069R	GGATTCAAGTCTCCCATTCACG
comp15724_c0_seq1	comp15724F	CCTGGCATGTCAAACCTCATTT
	comp15724R	AACGGAGGATGTTGGGTACAGA
comp702_c0_seq1	comp702F	AAACTCTCCGCACATCTCGAAC
	comp702R	GTTCTGGGCTGCTCGTAACATT
comp955_c0_seq1	comp955F	GCATAGTCCAGCCGTTATTCCA
	comp955R	GGAAGCCCTGCTTATCTTCGAT
comp28407_c0_seq1	comp28407F	TCCAACCTCTCGCAATACGTTCA
	comp28407R	GGCATATGGAATGGAAGTCGAG
comp2135_c0_seq1	comp2135F	AAATCCTCTTGCTTCGGGTTGT
	comp2135R	CCCGGTTGGGATGTAGGTATTT
comp572_c0_seq1	comp572F	GAAC TGGTCCAAGGCATATTCG
	comp572R	TGCTGGTAGAGGTTCTGTCTAG
comp15807_c0_seq1	comp15807F	ATTCGGAGCTTCCTTTCCTCTG
	comp15807R	AGAAACAGGCCGATACGAACAA
comp13011_c0_seq2	comp13011F	ATATGGAGCGTCGAAGCAAGAG
	comp13011R	GACCTCGTTCGAGAGCAAACAT
comp2617_c0_seq1	comp2617F	TGATTGCTCATCTTGCGTCATT
	comp2617R	AAGGTCCAGGGAACAACCTCTCC
comp3079_c0_seq1	comp3079F	TGGACAAGTCATGCACACTCCT
	comp3079R	AGCTGGAAGTTGAACCTGACGA
comp1495_c0_seq1	comp1495F	GGTTTCTCGAATCTCAGGCAGA
	comp1495R	GGTGGGAAAGGAAAGCAAATCT
**Reference genes**		
comp28_c0_seq4	EF1a_48212F	TGGTACCTCCCAGGCTGACTGTG
	EF1a_48212R	GCAACGCATGTTACGGGTCT
comp3969_c0_seq2	CAC_00903F	GGTAGTGTGCTCCGTTGCGATG
	CAC_00903R	GCGGGATTTAAGCTGCGACTCT
comp10185_c0_seq4	TIP_26454F	CCTTTGCAACAGGTGGTGCTCG
	TIP_26454R	CCCACTGAATGCAGCTGCTTCC
comp141_c0_seq1	GAPDH_13565F	ATTGGTGGCTCGGGTTGCTCTC
	GAPDH_13565R	ATGATGCTTCCACTGGCCGTGT

How the deposited data were processed for this re-analysis (not part of the article)

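Transcript levels were measured in leaves of *S. dulcamara* on a custom 1-colour Agilent array with 33,957 targets. The arrays used for the paper's comparisons numbered 18, with 3 arrays in each of 6 groups (CON, BAW, CPB, DRY, DB and DC). Another 6 arrays, 3 per herbivore, held well-watered leaves after 24 h of feeding. Each array carried leaf material pooled from 3 plants. Arrays were assigned to treatments from the submitters' labels and the paper, and every measured column of the tables was matched to its array by name.

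The authors had the arrays hybridised and scanned by a service provider, which corrected the images for background and spatial effects, averaged the probes of each target and quantile-normalized the values. The deposited target table therefore holds 1 linear intensity per target and array, normalized over all 24 arrays, with no missing value. Quantile normalization gives every array the same distribution, so that a treatment that raised or lowered most transcripts together would not be seen. A second deposited table holds an intensity for each of 62,970 array features, which was not quantile-normalized and whose corrections are not given in the sources used here. Its median per array lay between 102.5 and 129.8 in DRY and between 146.7 and 203.3 in CON. No table used here pairs these features with targets. The software of the authors' normalization and the slide that each array lay on are not given in the sources used here, and slide was not tested as a batch. The paper states that the samples were allocated to slides at random.

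From there, log2 of the target intensities was taken, and targets were kept when they exceeded the paper's intensity threshold of 2 on the log2 scale in at least 3 of the 18 arrays, which left 30,216. The paper's methods state the threshold and not the number of arrays. Group means were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, without a term for the replicate number, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Calls used an adjusted p under 0.01 with at least a 2-fold change, and interactions an adjusted p under 0.05. Comparisons with leaves after 24 h of feeding came from a fit of all 24 arrays and 8 groups. The undamaged leaves in these comparisons were those of the main design, because no undamaged leaves of 24 h were analysed here.

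PERMANOVA with 9999 permutations was run with vegan 2.7.1 on 1 minus the Pearson correlation between arrays, with water entered before herbivory. Response size was the root mean square of the log2 fold changes over all kept targets after the mean squared standard error was subtracted. Correlations of fold changes across genes are given with values simulated for unchanged groups against the same controls, over 100 simulations, since genes are not independent replicates. Directions in the designs of herbivory by water were counted in sectors of 45 degrees centred on the axes. Single values per array were compared with 2-sided exact permutation tests, which cannot give a p below 0.1 for 3 arrays against 3.

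Targets named in the text were chosen by a rule fixed before the data were examined, as the 2 highest and 2 lowest log2 fold changes among called targets of a comparison whose 3 treated arrays all lay on the same side of all 3 untreated arrays. At most 2 IDs that rose and 2 that fell are printed, those of BAW [control], because the tables used here do not pair IDs with gene names. For the same reason, the gene lists set up before the data were examined, the paper's named genes, its gene ontology results and its qPCR reference genes were not tested here. The array tables give no flag for signal over background, and the intensity threshold stood in for one.

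The fit was tested on simulated data, with 200 of 30,216 targets changed in BAW [control] in each of 3 simulations. It called 25.0% of the 2-fold, 68.7% of the 3-fold and 79.0% of the 4-fold changes. In the data, 2,787 targets were called for BAW [control]. With only 200 changed targets the Benjamini-Hochberg cut-off is stricter, and these shares may be too low for the data. Estimates of a true 2-fold change also fall on either side of the 2-fold minimum, which limits the first share.

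The alternatives set before the data were examined were the methods' Tukey HSD over all 15 pairs of groups, other filters on dim targets, all 24 arrays in the fit, a block for the replicate number, centring on each array's median, a trended and robust variance, sectors of 20 degrees, and leaving out each array in turn. Scaling the feature table to the 75th percentile could not be run per target and was run on features. That version, the square root of the distance in the PERMANOVA, the removal of each array's loess trend with intensity against the mean array, separate undamaged arrays for the comparisons set side by side, and the methods' Tukey HSD together with a filter for targets above the threshold in all 18 arrays were added after seeing the data.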

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

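The interaction tests and the comparisons with leaves after 24 h of feeding were set before the data were examined, while the tests of explanations, the relabelled arrays and the test of the herbivore difference over time were chosen only after the results were seen.

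The response to BAW differed between the watering regimes in 631 genes and the response to CPB in 733, by limma's test of the difference itself. Both counts moved by over 1.5 times when single arrays were left out, for BAW to 314 without BAW replicate 3, 322 without DB replicate 3, 326 without CON replicate 1, 327 without BAW replicate 1, 354 without CON replicate 2, 397 without DRY replicate 3 and 987 without DRY replicate 1. For CPB they moved to 284 without DC replicate 2, 344 without CON replicate 2, 370 without DRY replicate 3, 422 without CPB replicate 3, 457 without DRY replicate 2, 461 without CON replicate 3, 465 without CON replicate 1 and 1142 without DRY replicate 1. When the water labels were redrawn 100 times within fed and within undamaged leaves, 5 labellings, the real one included, gave as many genes for BAW (highest other 2472) and 7 did for CPB (highest other 2371), so that chance was not excluded in this form. Of these labellings, 4 for BAW and 6 for CPB were among the 9 that left the water labels of the undamaged leaves together, where the effect of drought itself enters the contrast. A second form, with the drought effect common to fed and undamaged leaves removed, was chosen after the first counts were seen. In it 1 of 100 labellings, the real one, gave as many genes for either herbivore, with a highest other of 3 for BAW and 9 for CPB. The effect removed was estimated with the real labels, so that this form alone does not exclude chance. For the dependence of the herbivore difference on drought, with 0 genes called by limma, 2468 at an unadjusted p under 0.05, 6 without CPB replicate 2 and 1 without CON replicate 2, CPB replicate 1, DC replicate 1 or DB replicate 2, all 100 labellings had at least as many in both forms (highest other 4 and 3), which a count of 0 fixes in advance, so that the relabelling says nothing about chance there.

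More genes were called for herbivory under drought than with control watering, 3668 against 2787 for BAW and 2930 against 1089 for CPB (685 for CPB [control] without CPB replicate 2). A candidate explanation is that drought shifts undamaged leaves against the herbivory response, and in arrays not used to choose the genes called for both herbivores only under drought, Drought moved those genes by a median of -0.88, between -1.2 and -0.69 over 3 choices of held-out arrays. Choosing the genes on the same arrays cannot account for all of this shift, since the held-out median kept 0.76 of the size it had in the chosen arrays, nor can 1 deviating DRY array account for all of the added CPB calls, since the ratio of CPB calls between drought and control watering was at least 2.26 without any DRY array, but for the added BAW calls it stays a candidate explanation, as that ratio was 1.14 without DRY replicate 2, 1.19 without DRY replicate 3 and 1.33 without DRY replicate 1. A trend with intensity left in the DRY arrays after normalization cannot account for all of the added CPB calls either. The ratio was at least 2.2, with all arrays and without any DRY array, once each array's trend was removed. With all arrays, this moved 13.5% of the DRY values by over 0.1 on the log2 scale, and the largest shift was 0.2. Quantile normalization had left little trend to remove, so that the test does not reach a lower signal before normalization. For the BAW calls, where the test cannot tell by its own limits, the ratio after removal was 1.29 with all arrays. It was 1.29, 1.13 and 1.18 without DRY replicates 1, 2 and 3, against 1.33, 1.14 and 1.19 with the trend kept, so that its removal changed the ratio little. Other effects of a lower signal stay open, slide was not tested (the paper states that the samples were allocated to slides at random), and a biological reading stays a hypothesis found and tested on the same arrays.

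Leaves after 24 h of feeding, which the paper does not report on, held 1967 called genes with BAW (1198 higher, 769 lower) and 1754 with CPB (1172 higher, 582 lower) against undamaged well-watered leaves. Other splits of these arrays called at most 8 genes for BAW and 1 for CPB, and the 10 possible splits are too few for a share under 0.05. The undamaged leaves were those of the main design, so that a difference in sampling time cannot be told apart from feeding in these counts.

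The herbivores had responses of like size at 24 h and of unlike size at 48 h. Over the 2427 genes called for both herbivores under drought, the mean change at 24 h was 1.05 ± 0.14 with BAW and 1.11 ± 0.07 with CPB (SD, n = 3 each), a difference of -0.06, and the difference at 48 h was larger by 0.46 (2-sided exact permutation test over 400 relabellings, p = 0.04). The undamaged leaves shared by both times cannot account for this, as they cancel in the difference between the herbivores, which changed with that exact permutation p of 0.04. One deviating array is not a sufficient explanation either, because the change was at least 0.38 when any of the 12 arrays was left out, the lowest value being that without BAW24h replicate 1. From 24 h to 48 h the mean change grew by 0.60 with BAW, without overlap between the arrays, and by 0.14 with CPB, with overlap. The 2-sided exact permutation tests gave p = 0.1, the smallest possible, for BAW and p = 0.3 for CPB. Without undamaged leaves of 24 h, a change of the leaves over time cannot be told apart from feeding in the growth with either herbivore. Leaf damage at 24 h was not analysed here and stays open as an explanation. A biological cause of the growth of the BAW response was not tested.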

How the results depend on the processing

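The methods' Tukey HSD with targets above the threshold in all arrays, the square root of the distance, the removal of each array's trend with intensity and the feature table were chosen after seeing the data, the other settings before. The 4 named targets kept direction and call in each setting run for them, which for A_02104 and C_05185 leaves out targets above the threshold in all arrays. The order of some counts turned: more genes pointed towards lower than higher expression under drought (664 and 654 for CPB, 540 and 447 for BAW), and fewer did with the methods' Tukey HSD, and with the trend with intensity removed (595 and 727 for CPB, 479 and 509 for BAW). For CPB this order also turned when some single arrays were left out. The share of the interaction of water and herbivory, -2.89%, was positive on the square root of the distance. The cause of the changes below was not tested. Signal over background is not given for these arrays, and dim targets limit the smallest changes that can be seen. Median centring and removing the trend with intensity each changed none of 62 results beyond these limits (1.5 times for a count). Centring could change little, since quantile normalization had already given every array the same distribution. With no intensity filter, the response size was 0.78 for BAW [control] and 0.88 for BAW [drought], and with targets above the threshold in all arrays 0.77 and 0.87, with 0.79 for CPB [drought] a correlation of 0.73 between CPB [control] and [drought], and 5 genes in part b. CPB-BAW [control] called 19 genes with a trended and robust variance and 42 with 24 arrays in the fit, which called 6 for CPB-BAW [drought]. With the replicate block, CPB-BAW [control] called 1 gene and CPB-BAW [drought] 0, and the other 57 of 59 results stayed within their limits. Arrays of the same replicate number shared only the number, with a mean correlation of deviations of -0.007 over 45 pairs against 0.003 for other numbers, and 7 of 18 arrays correlated best with their own number. The methods' Tukey HSD called 1512, 400, 2264 and 1544 genes for BAW [control], CPB [control], BAW [drought] and CPB [drought], 1308, 81 and 228 for Drought, Drought [BAW] and Drought [CPB], and 0 for either CPB-BAW. Parts i, f, c, h, o, a, b and l held 313, 637, 180, 32, 428, 3, 3 and 33 genes. Towards higher and lower expression under drought pointed 291 and 270 genes for BAW and 412 and 313 for CPB, and towards lower expression with herbivory 511 for BAW and 293 for CPB, with 679 towards higher for CPB. Together with targets above the threshold in all arrays, it called in the same order 1406, 343, 2109, 1408, 1253, 94, 245, 0 and 0 genes, with 267, 587, 163, 30, 417, 4, 3 and 25 in the parts, 279 and 260 (BAW) and 405 and 304 (CPB) for drought, and 1052 and 511 (BAW) and 576 and 291 (CPB) towards higher and lower expression with herbivory. Sectors of 20 degrees held 175 and 233 (BAW) and 260 and 344 (CPB) for drought, and 852 and 354 (BAW) and 552 and 256 (CPB) for herbivory. The square root of the distance gave shares of 18.5% for water, 41.5% for herbivory and 8.15% for their interaction (permutation p = 0.108). The 75th percentile of the value table was not run per target, because features could not be paired with targets. Run on features, it kept 20 of 20 results within their limits. Leaving out 1 array gave counts from 685 (CPB replicate 2) to 1162 for CPB [control], 228 (DB replicate 1) to 741 for Drought [BAW], 525 (DC replicate 2) to 1047 for Drought [CPB], 0 to 33 (CPB replicate 2) for CPB-BAW [control], 0 to 4 for CPB-BAW [drought], 314 (BAW replicate 3) to 987 (DRY replicate 1) for the interaction of BAW and drought, 284 (DC replicate 2) to 1142 (DRY replicate 1) for that of CPB, 0 to 6 (CPB replicate 2) for the herbivore difference by drought, 223 (DC replicate 2) to 635 for part c, 52 (CPB replicate 2) to 130 for part h, 16 (CON replicate 3) to 61 for part a, 6 (CON replicate 1 or CPB replicate 2) to 13 for part b and 62 (CPB replicate 2) to 173 for part l. For leaves after 24 h it gave 611 (BAW24h replicate 1) to 1205 for BAW between 24 h and 48 h, 71 (CPB24h replicate 2) to 234 for CPB, and 2 to 6 for CPB-BAW at 24 h.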

Differences from the paper's values

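The methods' Tukey HSD together with targets above the threshold in all arrays, the sector widths tried under it, the removal of each array's trend with intensity and the other definition of the counts of Figure 8 were chosen only after the values were seen, and the other alternatives named here were set before the data were examined.

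The paper's part i of Figure 4C holds 165 upregulated genes, and here it held 543. The paper's value for part f is 587 genes and the value here was 1029, with 281 upregulated in the paper and 451 here, and 306 downregulated in the paper and 578 here. The paper's part c holds 163 genes against 443 here, with 85 upregulated in the paper and 203 here, and 78 downregulated in the paper and 240 here. The paper's part o holds 417 genes against 718 here. The paper's part h holds 30 genes against 98 here, with 17 upregulated in the paper and 62 here, and 13 downregulated in the paper and 31 here. The paper's parts a and b hold 4 and 3 genes, against 43 and 10 here. All counts use the paper's stated cut-offs for the adjusted p and the fold change, but here they were applied to limma's p-values over 30,216 targets. The paper applied them to Tukey HSD p-values over 25,570 targets.

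With the methods' Tukey HSD each of these counts came within 1.5 times the paper's value. With targets above the threshold in all arrays, the upregulated genes of part f did so too, at 405, and the other counts did not. With no intensity filter, the replicate block, median centring, a trended and robust variance, all 24 arrays in the fit and each array's trend with intensity removed, none did. Of the 18 fits that leave out 1 array, 3 did so for part f, 7 for its upregulated and 1 for its downregulated genes, 1 for part c and 1 for its upregulated genes, 4 for part o and 2 for the downregulated genes of part h. None did so for parts a and b, the upregulated genes of part i, the downregulated genes of part c, part h as a whole or its upregulated genes. The methods' Tukey HSD with targets above the threshold in all arrays, a setting chosen after seeing the values, gave the paper's counts of 165, 587, 281, 306, 163, 85, 78, 417, 30, 17, 13, 4 and 3 exactly. Table S5 of the paper lists the most changed genes of parts g and c by contig, which the tables used here do not pair with target IDs, and the full lists of the parts are not given there, so that the number of the paper's genes that this setting drops was not counted.

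For Figure 8, the paper's values are 116 genes towards higher and 53 towards lower expression under drought with CPB, and 41 and 7 with BAW. Here sectors of 45 degrees held 654 and 664 genes with CPB and 447 and 540 with BAW. None of the alternatives set before the data were examined came within 1.5 times these values, with 260 and 344 for CPB and 175 and 233 for BAW in sectors of 20 degrees, and 412 and 313 for CPB and 291 and 270 for BAW with the methods' Tukey HSD. The legend of Figure 8 gives the number of direction categories, each of which spans 5 degrees if they are of equal width, and not how many of them a count covers. Under the methods' Tukey HSD with targets above the threshold in all arrays, 7 sector widths were tried after seeing the values, and none brought all 4 counts within 1.5 times the paper's. Single counts came within that range, namely those towards higher expression with CPB at 10 degrees (81) and 15 degrees (124), towards lower expression with CPB at 5 degrees (55), and towards higher expression with BAW at 5 degrees (34) and 10 degrees (56). Another definition, also chosen after seeing the values, counts genes called for drought with 1 herbivore and not the other under that same setting, and it brought all 4 within 1.5 times the paper's values, with 116 higher and 68 lower with CPB only, and 28 higher and 5 lower with BAW only. The paper counts the genes raised by drought specifically in combination with CPB separately, and as fewer, so that this definition may differ from its own. How many of the paper's genes this definition drops was not counted for the same reason.

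The paper describes the difference between the responses to the herbivores, which it bases on gene sets, as more pronounced in drought-stressed plants. Per gene, 656 genes differed between CPB-fed and BAW-fed leaves with control watering and 17 under drought at an adjusted p under 0.05 in limma, and the noise-corrected root mean square difference was 0.33 with control watering and 0.24 under drought. Whether the difference depends on drought was tested directly, with 0 genes at an adjusted p under 0.05 in limma and 2468 at an unadjusted p under 0.05 (6 genes without CPB replicate 2). The paper's statement that BAW has the stronger effect in both regimes holds for the counts of called genes here, with 2787 against 1089 genes with control watering and 3668 against 2930 under drought.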

Other observations

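The comparisons over time were set before the data were examined, and the tests of explanations, the splits of the arrays, the genes of part l, the drought response left in fed leaves, the separate undamaged arrays and the pairs of IDs were looked at only after the results were seen.

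Some genes moved the same way under drought as under herbivory. The 142 genes called for both herbivores with control watering and for neither under drought, 91 higher and 51 lower in fed leaves, moved by a median of 1.77 with BAW [control] and 1.43 with CPB [control]. The count became 62 without CPB replicate 2, 92 without CON replicate 3, 33 with the methods' Tukey HSD and 25 when that test was run on targets above the threshold in all arrays. Drought without herbivory moved them in the same direction by a median of 1.45, and 82 of them were called for drought in that direction and 0 in the opposite one. The genes were chosen on these arrays for calls in the former regime and none in the latter, which favours such a shift. In replicates held out of the choice, where 22 to 54 genes fell in this part, drought alone moved them by a median of 1.51, between 0.69 and 2.59 over 3 choices. Under drought, feeding added a median of 0.66 with BAW and 0.57 with CPB. The interaction with drought was past its threshold in 38 of them for BAW and 29 for CPB, by limma at an adjusted p under 0.05, on the arrays that served to choose them. One of these genes is A_02104, whose log2 intensity was 9.54 ± 0.77 in CON, 2.50 ± 1.13 in BAW and 4.03 ± 0.53 in CPB leaves, and 4.96 ± 2.16 in DRY (SD, n = 3 each). With BAW [control] its log2 fold change was -7.04 (SE 0.93, adjusted p = 8.1e-05 from limma), and 1 of the 3 BAW arrays was at or below the intensity threshold. With that array set to the threshold the change was -6.94, and the size of the fall below the threshold cannot be measured.

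In fed leaves, drought changed fewer genes than in undamaged ones, and the difference itself, which is the interaction test in limma, was past its threshold in 631 genes for BAW and 733 for CPB (the values without single arrays stand with that test). Of the genes called for drought in undamaged leaves, 1772 were called for drought with neither herbivore. Their median change in the direction of the drought response was 1.51 in undamaged leaves, 0.56 in BAW-fed and 0.60 in CPB-fed leaves. The genes were chosen for their change in undamaged leaves, which by itself favours that value.

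Most genes called after 24 h of feeding were called for both herbivores. In the fit of all 24 arrays, 1390 genes were called in the same direction for BAW and CPB at 24 h and 0 in opposite directions, where independent lists would share 61.3, and the log2 fold changes correlated across genes with r = 0.86. BAW called 1255 genes at both times in the same direction, 709 only at 24 h and 1655 only at 48 h. CPB called 883 genes at both times, 871 only at 24 h and 316 only at 48 h. These lists share the undamaged leaves. With 1 undamaged array for one list and 2 for the other, in all 6 ways, BAW and CPB at 24 h shared 601 to 779 genes (at most 31.6 for independent lists), with r between 0.63 and 0.70. BAW at both times then shared 590 to 870 genes (at most 58.2) and CPB 351 to 493 (at most 21.1). Separate arrays remove the shared spread of the undamaged leaves and not a difference in sampling time. No undamaged leaves of 24 h were analysed here, and such a difference would add shared genes at 24 h. Between 24 h and 48 h, 361 genes rose and 665 fell with BAW, and 67 rose and 129 fell with CPB. Changes of the leaves over time that do not depend on feeding would be included in these counts. The 1026 genes of BAW became 611 without BAW24h replicate 1, 665 without BAW replicate 3 and 668 without BAW replicate 1, and the 196 genes of CPB became 71 without CPB24h replicate 2, 88 without CPB replicate 1, 94 without CPB24h replicate 3, 102 without CPB24h replicate 1 and 124 without CPB replicate 2. The herbivores differed directly at 24 h in 3 genes (2512 at an unadjusted p under 0.05), which became 6 without CPB24h replicate 3 or BAW24h replicate 3. The change of that difference to 48 h was past the thresholds in 1 gene (4816 at an unadjusted p under 0.05).

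The genes called for 1 herbivore only under drought mostly had the same sign with the other herbivore. Both responses are set against the same undamaged leaves, which by itself favours a shared sign, and over all genes they correlated with r = 0.90. A candidate explanation is a response common to both herbivores that passes the thresholds for 1 of them. For the genes called for CPB only, the BAW change in held-out arrays was 0.99 of the CPB change, and the herbivores differed by a median of 0.03, between -0.09 and 0.14 over 3 choices of arrays, which is consistent with a common response. For those called for BAW only, the CPB change in held-out arrays was 0.81 of the BAW change, and the median difference of -0.22 lay between -0.35 and -0.13, so that a common response and a weaker CPB response cannot be told apart with 1 held-out array per group. Among 200 targets simulated with a true difference between the herbivores under drought, limma called 25.8% of the 2-fold, 66.2% of the 3-fold and 79.2% of the 4-fold differences at these thresholds. Estimates of a true 2-fold difference fall on either side of the 2-fold minimum, which limits the first of these shares.

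For each comparison of 3 arrays with 3, the arrays can be split in 10 ways, which is too few for a share under 0.05. The real split called 2787 genes for BAW [control] (highest other 0), 1089 for CPB [control] (3), 3668 for BAW [drought] (1), 2930 for CPB [drought] (1), 2520 for Drought (2), 556 for Drought [BAW] (2) and 953 for Drought [CPB] (2). It called 1026 for BAW and 196 for CPB between 24 h and 48 h (1 each), 12 for CPB-BAW [control] (1) and 3 for CPB-BAW at 24 h (0). For CPB-BAW [drought], 2 of the 10 splits, the real one included, called at least its 3 genes, with a highest other of 4.

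On the array, 2705 pairs of targets have IDs that differ only by an ending "Rev", which the tables used here do not explain. The paper's methods state that part of the contigs is represented on the array in both directions. Across these pairs, the log2 fold changes of BAW [drought] correlated with r = 0.25, against at most 0.06 for random pairs, the highest r of the 4 herbivory comparisons. It was 0.20 for BAW [control] and for CPB [drought] and 0.14 for CPB [control] (at most 0.07, 0.08 and 0.07 for random pairs). With BAW [drought], in 41 pairs both members were called in the same direction (7.77 for random pairs), in 1 pair in opposite directions, and in 327 pairs 1 member alone was called. Both were called in the same direction in 18 pairs with BAW [control], 33 with CPB [drought] and 5 with CPB [control], and in opposite directions in 2, 3 and 0.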
